# MYB44-ENAP1/2 restricts HDT4 to regulate drought tolerance in Arabidopsis

**DOI:** 10.1371/journal.pgen.1010473

**Published:** 2022-11-22

**Authors:** Bo Zhao, Zhengyao Shao, Likai Wang, Fan Zhang, Daveraj Chakravarty, Wei Zong, Juan Dong, Liang Song, Hong Qiao

## Abstract

Histone acetylation has been shown to involve in stress responses. However, the detailed molecular mechanisms that how histone deacetylases and transcription factors function in drought stress response remain to be understood. In this research, we show that ENAP1 and ENAP2 are positive regulators of drought tolerance in plants, and the *enap1enap2* double mutant is more sensitive to drought stress. Both ENAP1 and ENAP2 interact with MYB44, a transcription factor that interacts with histone deacetylase HDT4. Genetics data show that *myb44* null mutation enhances the sensitivity of *enap1enap2* to drought stress. Whereas, HDT4 negatively regulates plant drought response, the *hdt4* mutant represses *enap1enap2myb44* drought sensitive phenotype. In the normal condition, ENAP1/2 and MYB44 counteract the HDT4 function for the regulation of H3K27ac. Upon drought stress, the accumulation of MYB44 and reduction of HDT4 leads to the enrichment of H3K27ac and the activation of target gene expression. Overall, this research provides a novel molecular mechanism by which ENAP1, ENAP2 and MYB44 form a complex to restrict the function of HDT4 in the normal condition; under drought condition, accumulated MYB44 and reduced HDT4 lead to the elevation of H3K27ac and the expression of drought responsive genes, as a result, plants are drought tolerant.

## Author summary

Water deficiency has become one of the greatest concerns limiting sustainable crop production. Uncovering the molecular mechanisms of drought stress response has been one of hot research topics worldwide. Histone modification and transcription factors have been shown to function in the drought stress response collectively. Yet, the detailed molecular mechanisms are still remained to study. In this research, we found a novel molecular mechanism that the histone binding protein ENAP1 and ENAP2 form a complex with MYB44 to restrict the function of histone deacetylase HDT4 from regulating H3K27 acetylation in the target genes in a normal condition; Whereas, under drought condition, MYB44 proteins are accumulated, and the HDT4 proteins are reduced, leading to elevations of H3K27ac and the expression of drought responsive genes, as a result, plants are drought tolerant. This research provides a new insight of how histone deacetylase, histone binding protein and transcription factor coordinate to regulate drought stress response in plants.

## Introduction

Water deficiency has become one of the greatest concerns limiting sustainable crop production worldwide. Plants are commonly exposed to the drought stress that severely hampers plants growth and reproduction [1]. As sessile organisms, plants have developed various strategies ranging from the cellular level to the organism level to minimize the damage from drought stress. When encountering decreased water availability, plants display short-term responses such as rolling and withering leaves, reducing aperture of stomatal pores and accumulating osmolytes, and long-term responses such as strengthening and prolonging root system, depositing more wax on leaves and even advancing flowering to escape drought [2,3].

At the cellular level, plants combat the drought stress by altering gene expression, and eventually abundance of proteins and metabolites that involved in stress tolerance [4,5]. These adaptive responses can be essentially attributed to the transcriptional regulations that facilitate the accumulation of stress responsive factors, which are mainly mediated by transcription factors. Several transcription factor families such as MYB, bHLH, AP2/ERF, bZIP, NAC, DREB and WRKY, have been shown to participate in modulating plant response to drought stress [6,7]. Among them, the MYB family is one of the largest transcription factor families and a few of them show specific roles in response to drought stress [8–14]. For example, MYB15, MYB37 and MYB96 are induced by drought stress, and they act as positive regulators in response to drought stress. Their overexpression enhances ABA-induced stomatal closure and therefore promotes plant drought tolerance [15–18]. In contrast, MYB20 and MYB60 function as negative regulators for drought responses, and their mutants reinforce ABA-induced stomatal closure, conferring plants the ability to resist drought stress [19–22]. MYB44, a member of MYB subfamily 22, has been well characterized in the regulation of different biotic and abiotic stresses [8,18,23–28]. The expression of *MYB44* is induced by phytohormones like Abscisic Acid (ABA), Salicylic Acid (SA) and Jasmonic Acid (JA), and abiotic stresses such as drought and salt [18,25]. Interestingly, the water loss rate is reduced in the plants that *MYB44* are overexpressed, as a result, the plants are more drought tolerant [18]. When Arabidopsis *MYB44* is heterologously expressed in soybean and rice, the drought tolerance is significantly improved [29,30], strongly indicating that MYB44 is a positive regulator in drought stress. Yet, the molecular mechanism that how MYB44 functions in drought stress is ambiguous.

Histone acetylation has been recognized as ubiquitous marks across species to regulate gene expression [31–36]. H3K9 acetylation (ac) and H3K27 acetylation (ac) have been found highly enriched in the gene body of some drought inducible genes under stress conditions, contributing to the activation of their expression [37,38]. HDA9 functions as a negative regulator under salt or drought stress by deacetylating H3K9ac on responsive genes [39]. HDA6 acts as a key factor to switch on/off essential drought responsive network, in which plants trigger a dynamic metabolic flux conversion from glycolysis into acetate synthesis to stimulate the Jasmonic Acid (JA) signal, conferring plants drought tolerance. The HDA6 binding level is dramatically decreased after drought treatment, and the binding of HDA6 is anti-correlated with H4ac enrichment [40], suggesting the importance of HDA6 in drought stress response. Nevertheless, HDA15 is recruited by MYB96 to a subset of *ROP* genes to remove acetyl groups from both H3 and H4, resulting in the activation of ABA signal to combat drought stress [41]. Plant specific HD2 family, including HDT3 and HDT4, are involved in drought response [42,43]. Interestingly, HDT4 has been shown to deacetylate H3K27ac and play a role in drought stress response [42–45], but it remains elusive that whether HDT4 is involved in the drought stress via the regulation of histone acetylation.

Chromatin regulator ENAP1 is recently reported to function in ethylene and ABA responses by modulating histone acetylation on the ethylene or the ABA responsive genes [46–48]. In this study, we demonstrate that ENAP1 and ENAP2 are positive regulators of plant drought tolerance. Our genetics results show that *ENAP1* gain-of-function plants are more drought tolerant than Col-0, whereas the *enap1enap2* mutants are more susceptible to drought stress. We then find that ENAP1 and ENAP2 physically interact with MYB44, and the drought sensitivity is enhanced in *enap1enap2myb44*. Furthermore, we identify a histone deacetylase, HDT4, interacting with MYB44. Interestingly, the drought sensitivity of *enap1enap2myb44* is partially restored in *enap1enap2myb44hdt4* quadruple mutant. Upon drought stress, the upregulation of *MYB44* and the downregulation of *HDT4* result in the enrichments of H3K27ac on drought responsive genes, and thus the activation of gene expression. Overall, this research provides a novel molecular mechanism by which ENAP1, ENAP2 and MYB44 form a complex and restrict the function of HDT4 to deacetylate H3K27ac under the normal condition; under the drought stress condition, the accumulation of MYB44 and the reduction of HDT4 lead to the elevation of H3K27ac and the expression of drought responsive genes, as a result, plants are drought tolerant.

## Materials and methods

### Plant materials and growth conditions

All Arabidopsis plants used in this study are in Col-0 background. *35S*::*ENAP1-YFP-HA*/Col-0 (*ENAP1ox*) and *35S*::*ENAP2-YFP-HA*/Col-0 (*ENAP2ox*) have been described before [46,48]. *ENAP1ox* #1 was crossed with *myb44-1* (SALK_039074) to generated *ENAP1ox/myb44-1*. *MYB44ox* were made by Agrobacterium floral dipping with the construct of *pUBQ10*::*Myc-MYB44* and homologous single insertion lines were used for experiment. Plants used for MYB44 protein expression were generated by Agrobacterium floral dipping of *pMYB44*::*MYB44-3xMyc* in the background of *ENAP1ox* or *ENAP2ox*. *enap1-1* and *enap1-2* deletion mutants were created by CRISPR/Cas9 [48]. *enap2* refers to SALKseq_0839981.2 and SALKseq_083981.3, representing two T-DNAs inserted to *ENAP2* first exon. Double mutant *enap1-1enap2* and triple mutant *enap1-1enap2myb44-1* were generated by crossing. The triple mutant was crossed with *hdt4-1* (SALKseq_127604.1) to generated quadruple mutant *enap1-1enap2myb44-1hdt4-1*. Seeds were surface sterilized with 50% bleach containing 0.05% TritonX-100 for 7 mins and washed four times with sterile ddH_2_O, and then were grown on ½ Murashige & Skoog (MS) medium with 0.8% Agar. Medium plates with seeds were kept in the dark at 4°C for three days before being placed in the long day light condition (16 h light / 8 h dark, 22°C).

### Drought tolerance assay

Drought assay was performed as previously described [49]. Briefly, 3-day-old seedlings grown on ½ MS medium in the long day condition were transplanted to the pots containing same amount of soil. Plants were grown in 12 h light / 12 h dark at 22°C and were well watered in the first week after transplanting. Starting from the second week, water was withheld until rewatering. Pots were rotated every day to avoid positional effect. Plants were imaged every week to monitor their response to the drought stress, and rewatered until achieving a relatively low soil water content. About 3–4 days after rewatering, plants that survived were recorded. For the water loss assay, the detached whole aerial part of 3-4-week plants grown under 12 h light / 12 h dark in the soil were air dried on laboratory bench and weighted at the first 0.5 h and every 1 hour thereafter. The relative water loss was calculated as the formula, 100*(W_F.W_−W_C.W_) / W_F.W_, where W_F.W_ is the initial fresh weight, and W_C.W_ is the current weight at the indicated time point.

### Dehydration treatment

Surface sterilized seeds were grown on the cellophane membrane (RPI) that was plated on top of ½ MS medium under the long day condition (16 h light / 8 h dark, 22°C). After 10-day growth, seedlings were transferred to the filter paper saturated with ½ liquid MS containing 25% PEG8000. Seedlings on filter paper saturated with ½ liquid MS served as the mock treatment group. Seedlings treated for the indicated time were collected, quickly rinsed by clean water, fast frozen in the liquid N2 and stored in -80°C for following use.

### Root elongation

Surface sterilized seeds were grown on ½ MS plates under the long day condition (16 h light / 8 h dark, 22°C) for 2 days. The 2-day seedlings were then transferred to the ½ MS medium containing 20 μM ABA or 300 mM Mannitol and vertically grown for 7 days. Elongated primary roots were measured with ImageJ [50].

### Stomatal closure in response to ABA

Stomatal closure in response to ABA was analyzed as described previously [51]. Briefly, 3-week rosette leaves (4^th^ or 5^th^ leaf) were detached and immersed in MES buffer (10 mM MES, pH 6.15, 50 mM CaCl_2_, 10 mM KCl) for 3 h under the illumination of 100 μmol m^−2^ s^−1^ light. The leaves were then washed with ddH_2_O and incubated in 1 μM ABA solution for additional 2 h. Epidermis peels were prepared from lower side leaves and imaged with Olympus DP80. The stomatal aperture before and after ABA treatment were measured with ImageJ [50].

### Plasmid construction

For the vectors in the yeast two-hybrid, the full length CDSs of those ABA responsive transcription factors and *ENAP1* were amplified and cloned to pDBLeu and pEXPAD502 respectively to generate the BD vectors and AD-ENAP1. For the pull-down assay, the CDSs of *ENAP1*/*2*, *MYB44* and *HDT4* were ligated to pVP13 (His tag removed), pGEX-KG and pET28a respectively to generate MBP-ENAP1/2, GST-MYB44 and His-HDT4. In the BiFC assay, *HDT4* were cloned to pDEST-^GW^VYCE, and *MYB44* was cloned to pDEST-^GW^VYNE by gateway cloning. For the *MYB44* transgenic plasmid, *MYB44* full length CDS plus its 3’UTR were fused with Myc tag and driven by MYB44 or *UBQ10* promoters in the backbone of pCambia1300. For *HDT4* transgenic plasmid, *HDT4* CDS fused with FLAG was ligated to pCHF3 vector. All primers used for cloning are listed in S4 Table.

### Western blots for planta proteins

10-day-old seedlings after the treatment were fast frozen and grounded in the liquid N2. Equal amount of grounded sample powder from different treatments or genotypes were dissolved with 2x loading buffer [50 mM Tris-HCl (pH 6.8), 2% SDS, 10% glycerol, 0.01% Bromophenol Blue, and freshly added 0.4% (v/v) β-mercaptoethanol]. Total proteins were separated by SDS-PAGE, transferred to a PVDF membrane, then probed with anti-HA antibody, anti-H3, anti-FLAG, or anti-Myc. RuBisCO proteins after staining or H3 were used as the loading control.

### Gene expression analysis

Total RNA was extracted using PureLink Plant RNA Reagent according to the manufacturer’s guidelines. The first cDNA strand was reverse transcribed with ProtoScript II Reverse Transcriptase kit. The cDNA templates were diluted and subjected for the qRT-PCR in LightCycler 480-II Real-Time System with the internal control *UBQ10*. Each sample was analyzed in triplicate. The primers used in qRT-PCR were listed in S4 Table.

### Yeast Two-hybrid

The yeast two-hybrid assay was performed as described previously [52]. Briefly, the CDSs of genes of interest were cloned to AD vectors (pEXPAD502) or BD vectors (pDBLeu), AD and BD vector pairs were then co-transformed to the yeast strain AH109. The transformants were sequentially diluted and grown on drop-out media. Yeast grown on SD/-Trp-Leu drop-out media served as the loading control. The growth of yeast on SD/-Trp-Leu-His drop-out media supplemented with 3’AT (Fisher Scientific) indicated the interaction between proteins of interest.

### BiFC assay

The BiFC assay followed the protocol described previously with minor revisions [53]. Briefly, Agrobacterium (GV3101) transferred with plasmids of interest and p19 was inoculated overnight at 28°C, collected and resuspended in the fresh infiltration buffer (10 mM MES/KOH pH 5.7, 10 mM MgCl_2_, 100 μM Acetosyringone). The different BiFC partner strains and p19 strain were mixed to yield a final OD_600_ of 0.4 for each strain. Then the mixture was gently shaken at 28°C for 3 h and injected to tobacco leaves. The fluorescence of leaf discs was observed under confocal microscopy (Zesis 710) after two days of infiltration.

### Pull-down assay

*E*. *coli* expressed destination vectors were broken down with lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 20 mM KCl, 1.5 mM MgCl_2_, 10% Glycerol, 0.05% NP-40 and freshly added 1 mM PMSF and 1x protease inhibitor cocktail) followed by 30 mins sonication. The supernatant was incubated with resin at 4°C for 4 h with gentle rotation, and then the resin was collected by centrifuge. After washing three times, destination proteins were eluted and dialyzed with amicon filters. GST-, His- and MBP- tagged proteins were purified with Glutathione Sepharose resin, Ni-NTA agarose resin and Amylose resin respectively. Proteins to be tested were incubated overnight at 4°C, then washed four times and resuspended in 2x sampling buffer for following western blot analysis.

### Co- immunoprecipitation (Co-IP) assay

Co-IP assays were performed as described before with minor revisions [54]. For Co-IP of ENAP1/2 and MYB44, transgenic plants expressing both MYB44-3xMyc and ENAP1/2-YFP-HA were used. Total crude proteins were extracted from detached leaves of three-week plants untreated (Control) and air-dried 4 h (Dehydration). For Co-IP of HDT4 and MYB44, Agrobacteria with vectors expressing VYCE-HA-HDT4 (pDEST-^GW^VYCE) and MYB44-mCherry-FLAG (modified pEarlyGate101) was mixed with a final OD_600_ 0.4 and injected to 4-6-week tobacco leaves. After two days of infiltration, the injected leaf was scissored along the central vein. One half of the leaf was fast frozen in the liquid N_2_ as the control (D0) and the other half leaf was air dried for 4 h as dehydration treatment (D4). The crude total proteins were purified and incubated with the GFP-Trap or DYKDDDDK Fab-Trap at 4°C for 2 h, washed for four times and then resuspended with 2x sampling buffer for western blot analysis. Empty trap of IgG served as the control. MYB44-3xMyc and ENAP1/2-YFP-HA were probed with anti-Myc and anti-HA. MYB44-FLAG and HA-HDT4 were detected with anti-FLAG and anti-HA.

### ChIP-qPCR assay

ChIP assays followed the processes as previously described [46]. Briefly, 10-day seedlings grown in long-day light condition (16 h light / 8 h dark, 22°C) were treated with Mock (½ liquid MS) or Dehydration (½ liquid MS + 25% PEG8000), collected and fixed with 1% formaldehyde. The chromatin was isolated and subjected for the sonication to generate DNA fragments with a size range in 300–500 bp. Solubilized chromatin was then immunoprecipitated with Protein G Dynabeads conjugated with antibodies (anti-FLAG, anti-Myc, anti-GFP and anti-H3K27ac) overnight at 4°C. The immunoprecipitated DNA was purified and analyzed with qRT-PCR. All ChIP-qPCR primers were listed in S4 Table.

### RNA-seq library construction and analysis

RNA-seq library construction followed steps previously described [55]. 10-day-old seedlings grown in the long day condition were treated with ½ liquid MS containing 25% PEG8000 (Dehydration) or only ½ liquid MS (Mock) for 4 h. All samples were then subjected for RNA extraction with PureLink Plant RNA Reagent. 1 μg total RNA was used to prepare RNA-seq library with Ultra RNA Library Prep Kit. Indexed libraries were sequenced on the platform of HiSeq2000 (Illumina). RNA-seq raw data were evaluated with FastQC and low-quality reads were removed with Trim Galore (0.6.7). The trimmed reads were then mapped to the Arabidopsis genome (TAIR10) with botwie2 (2.4.2) with default parameters [56]. Mapped reads were counted by featureCounts (Subread 2.0.1) for each gene [57]. Differentially regulated genes were identified using DESeq2 (1.32.0) with a p-value < 0.01, q-value < 0.05 and | log2(fold change) | > 1 [58]. plotPCA (DESeq2) was used to perform the PCA analysis [58]. The targets genes of ABA responsive transcription factors under the mock condition (http://neomorph.salk.edu/dev/pages/shhuang/aba_web/pages/index.php) were overlapped with ENAP1/2 specifically regulated genes, and the overlapped gene numbers and gene expression fold changes were plotted with Cytoscape [59].

### ChIP-seq data analysis

ChIP-seq of ENAP1, MYB44 and histones were obtained from the Gene Expression Omnibus (GEO) database [47,60,61]. Raw sequencing data had quality control performed with FastQC. Low quality reads were removed with Trim Galore (0.6.7) and then mapped to the Arabidopsis genome with botwie2 (2.4.2) [56]. Aligned reads were subjected for PCR duplications removal with Sambamba [62] and peak calling performed with MACS2 [63]. Peaks associated genes were identified by using ChIPseeker [64]. The ChIP-seq signals along 1 kb upstream to 1 kb downstream of ENAP1/2 specifically regulated gene TSSs were calculated with bamCompare (deepTools 3.5.1) [65], and plotted with ggplot2 in R.

## Results

### ENAP1 positively regulates plant response to the drought stress

As a histone binding factor, ENAP1 is versatile enough to regulate multiple plant physiological activities [46,48,66]. Given that ENAP1 is involved in plant response to ABA, a well-established phytohormone that modulates seed germination and plant responses to environmental stresses such as drought stress, we aimed to investigate the role of ENAP1 in drought stress response. 

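ENAP1 (AT3G11100) lies on the minus strand of chromosome 3 of the TAIR10 genome from 3476187 to 3477900, and ENAP2 (AT5G05550) lies on the minus strand of chromosome 5 from 1639000 to 1640960. In the RefSeq annotation of this genome, ENAP1 has 1 transcript with 2 exons that encodes 249 amino acids. ENAP2 has 3 transcripts, which encode 246, 248 and 249 amino acids. In a global alignment of the longest protein of each gene, the same residue stood at 181 of the 242 positions where both proteins have one (74.8%). Despite this, the longest stretch of identical bases shared by their transcripts was 26 bases.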

*ENAP2* (AT5G05550) was reported as the paralogous gene of *ENAP1*, and they share a high similarity in protein sequences (S1A Fig). We then obtained its T-DNA insertion lines, SALKseq_0839981.2 and SALKseq_083981.3 (S1B Fig), the expression of *ENAP2* was largely knocked down (S1C Fig). We first examined the drought phenotype of two *enap1* lines (*enap1-1* and *enap1-2*) and the *enap2* mutant. Those single mutants showed slight drought sensitive phenotypes (S1D Fig). We then generated double mutants *enap1-1enap2* and *enap1-2enap2*, and they showed an enhanced sensitivity to the drought stress even though the ENAP1 and ENAP2 protein levels were not significantly regulated by drought stress (Fig 1B and 1C). The water loss rate of *enap1enap2* mutants was higher than the wild type (Col-0) (Fig 1D). Moreover, the *ENAP1ox* plants were more tolerant to the drought stress compared to Col-0 (S1E Fig), suggesting a positive role of ENAP1 and ENAP2 in plant response to drought stress. Considering the critical role of ABA in the regulation of drought stress, we then evaluated the response of *enap1-1enap2* to ABA. No significant difference in root growth inhibition by ABA or by mannitol treatment was observed between *enap1-1enap2* and Col-0 (S1F and S1G Fig). However, the ABA-induced stomata closure in the *enap1-1enap2* and *enap1-2enap2* was compromised compared to that in Col-0 (Fig 1E and 1F), suggesting that ENAP1 and ENAP2 regulate drought stress potentially via water loss from leaves.

**Fig 1:**
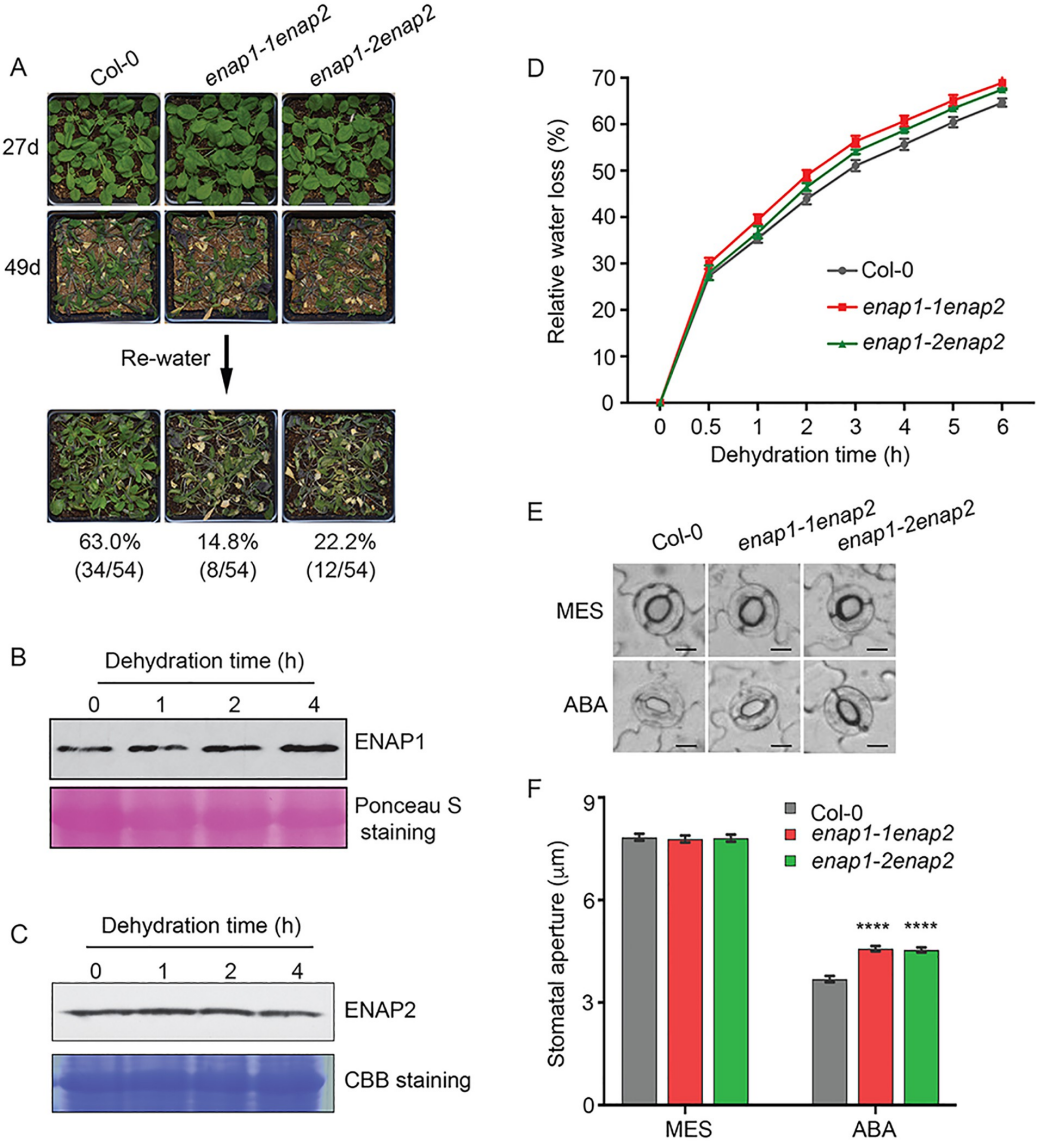
ENAP1 and ENAP2 positively regulates plant response to drought stress. (A) Drought phenotype of Col-0, *enap1-1enap2* and *enap1-2enap2*. Watering of 1-week-old plants was suspended until 49 days of growth and resumed. Survival rates (%) represented the percentage of surviving plants out of total plants in 6 independent replicates and are indicated under each plant line. (B—C) Western-blot to show the protein levels of ENAP1 (B) and ENAP2 (C) under dehydration conditions at 0, 1, 2 and 4 h. Total proteins were extracted from 10-day-old seedlings dehydrated for the indicated time. Ponceau S staining and Coomassie Brilliant Blue staining show the loading control. (D) Water loss assay of Col-0, *enap1-1enap2* and *enap1-2enap2*. Water loss was measured in detached rosette leaves from 3-week-old plants. Data are shown as mean ± SD of three replicates. (E—F) Analysis of ABA-induced stomatal closure in Col-0, *enap1-1enap2* and *enap1-2enap2*. Representative stomata (E) and the statistical results (F) are shown. 3-week-old leaves were soaked in the MES buffer under light to open the stomata, and then were transferred to 1 μM ABA solution for 2 h before being photographed. Stomata aperture before and after ABA treatment was measured with ImageJ. Data are shown as mean ± SE of three replicates (40 stomata per replicate). Stomatal aperture of *enap1-1enap2* and *enap1-2enap2* was compared to Col-0 with the unpaired and two- tailed t-test. **** *P* < 0.0001. Bars, 10 μm.

### ENAP1 and ENAP2 regulates drought responsive genes

To further evaluate the function of ENAP1 and ENAP2 in drought stress at the molecular level, we decided to examine the transcriptome of Col-0 and *enap1-1enap2* under the dehydration condition. To do so, we first tested the effect of dehydration stress caused by 25% PEG8000 (-0.5 MPa) [67]. Drought stress marker genes *RD29A*, *RD29B* and *RAB18* showed very strong induction upon the dehydration treatment and were completely restored after the recovery (S2A Fig), suggesting the dehydration treatment was sufficient to mimic drought stress. We then performed RNA-seq in 10-day-old seedlings treated with or without 25% PEG8000 solution for 4 hours. 

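The RNA-seq experiment had 8 libraries from 10-day-old seedlings, 2 biological replicates each of Col-0 Mock, Col-0 Dehydration, enap1-1enap2 Mock and enap1-1enap2 Dehydration. Col-0 is the wild type, and enap1-1enap2 combines a CRISPR/Cas9 deletion in ENAP1 with T-DNA insertions in ENAP2. Seedlings were kept for 4 h in ½ MS medium without or with 25% PEG8000, a polymer that draws water out of the plant. The authors deposited raw read counts for 36799 genes, counted with featureCounts 2.0.1 and not normalized. The header of the count table names the Araport11 annotation and counting on exons without regard to strand, and the names of its alignment files are the default names of the STAR aligner, while the methods name bowtie2. Reads that fell on more than 1 gene or mapped to more than 1 place are left out of such counts by default.

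Between 24007691 and 48279415 counts were assigned to genes per library. These were 1.91 counts for each uniquely mapped read pair in the S1 Table, and between 69.4% and 74.0% of the nonzero counts were even, so both mates of a pair were counted. A single count was worth between 0.0203 and 0.0451 in units of CPM, counts scaled to a common library size, and the smallest level taken as detected was 3 counts. Such floors cover counting error only. No count was found in any library for 9112 genes.

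Low counts were removed with edgeR's filterByExpr, which left 21614 genes. Library sizes were scaled with edgeR's TMM method, and 1 quasi-likelihood model with a mean for each of the 4 groups was fitted to all 8 libraries. The common dispersion was 0.00913, a biological coefficient of variation of 0.0955. Genes were called changed with the thresholds of the paper's methods, an unadjusted p under 0.01, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The difference between the genotypes in their response to dehydration was tested as an interaction at an adjusted p under 0.05. In simulated counts for 21614 genes, 200 of them changed in Col-0, these steps called 182 of the changed genes in Col-0 (91.0%) and 4 unchanged ones. The interaction test called 168 of them (84.0%) and 12 unchanged genes. The changes simulated were large, with a median estimated size of 2.01 on the log2 scale in Col-0, and enap1-1enap2 was left unchanged. The simulation therefore does not give the recovery of smaller changes, or the behaviour where many genes change.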

The sequencing reads exhibited high mapping rates and correlations (S1 Table and S2B Fig). 

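Across the genes tested, Pearson's r of log2(CPM + 1) between the 2 replicates was 0.9920 for Col-0 Mock, 0.9964 for enap1-1enap2 Mock, 0.9947 for Col-0 Dehydration and 0.9950 for enap1-1enap2 Dehydration. Genes are not independent replicates, so no test was attached to these values. Between the genotypes under one treatment r was lower, from 0.9865 to 0.9905, and between the treatments it was lower still, from 0.8982 to 0.9241. With a pseudocount of 0.1 in place of 1, the mean r between replicates moved from 0.9945 to 0.9887. The number of genes with at least a 2-fold difference between the replicates was 113 in Col-0 Mock, 1 in enap1-1enap2 Mock, 23 in Col-0 Dehydration and 39 in enap1-1enap2 Dehydration. The biological coefficient of variation estimated in each group alone was 0.139, 0.0450, 0.0799 and 0.0923 in the same order.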

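After the variance stabilizing transformation of DESeq2, the first principal component of the 500 most variable genes carried 94.33% of the variance of the 8 libraries, the second 2.56% and the third 1.86%. The libraries were split by treatment on the first component, with mock libraries between -40.28 and -32.59 and dehydration libraries between 33.98 and 39.61. On the first 2 components, the replicates lay 0.46 apart in enap1-1enap2 Mock, 0.88 in Col-0 Dehydration and 1.58 in enap1-1enap2 Dehydration. The replicates of Col-0 Mock were 12.30 apart. The mean distance between the genotypes on these components was 15.24 under mock and 7.97 under dehydration. The mean distance between the treatments was 68.80 in Col-0 and 79.84 in enap1-1enap2. These distances leave out the third component, which also split the genotypes. On it, Col-0 lay at 3.04 and 3.33 under mock and at 5.98 and 7.22 under dehydration. The enap1-1enap2 libraries lay at -3.22 and -3.35 under mock and at -6.12 and -6.87 under dehydration. With all genes in place of the 500 most variable, the share of the first component dropped to 81.67%, and the order of the genotype distances turned round, with 21.10 under mock and 45.57 under dehydration. A transformation that uses the groups, chosen after seeing the data, gave 4.36 and 10.20.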

Principal component analysis (PCA) showed a high correlation between two replications of each sample (Fig 2A), showing the reliability and reproductivity of those sequencing data. 

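In Col-0 Mock, ENAP1 was counted at 15.6 ± 2.42 CPM (mean ± SD, n = 2), and in enap1-1enap2 Mock at 4.46 ± 0.924 CPM (n = 2). Under dehydration it reached 23.4 ± 1.35 CPM in Col-0 and 11.9 ± 0.503 CPM in enap1-1enap2 (n = 2 each). The log2 fold change of enap1-1enap2 against Col-0 was -1.83 under mock (standard error 0.16, adjusted p = 1.0e-05) and -0.98 under dehydration (standard error 0.14, adjusted p = 3.7e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With dehydration ENAP1 rose by a log2 fold change of 0.58 in Col-0 (standard error 0.14, adjusted p = 0.0022) and 1.44 in enap1-1enap2 (standard error 0.16, adjusted p = 1.1e-06, same test). Its count in enap1-1enap2 was between 134 and 474 reads per library, well over the floor, and covers the whole gene, so it holds no position of a deletion. The paired primers that the authors used to genotype the CRISPR lines match ENAP1 from 3477358 to 3477379 and from 3477036 to 3477057, both inside exon 1, where the coding sequence begins at 3477320 on the minus strand.

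ENAP2 was counted at 3.30 ± 0.293 CPM in enap1-1enap2 Mock and 4.49 ± 0.614 CPM in enap1-1enap2 Dehydration (mean ± SD, n = 2 each). In Col-0 its replicates were at 9.32 and 7.76 CPM under mock (mean 8.54) and at 8.70 and 7.22 CPM under dehydration (mean 7.96). Its log2 fold change of enap1-1enap2 against Col-0 was -1.37 under mock (standard error 0.20, adjusted p = 7.5e-04) and -0.83 under dehydration (standard error 0.20, adjusted p = 0.011) from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. No change of ENAP2 with dehydration passed the thresholds, with a log2 fold change of -0.10 in Col-0 (adjusted p = 0.67) and 0.44 in enap1-1enap2 (adjusted p = 0.072, same edgeR test). The counts of ENAP2 are uncertain, because EMB2771 (AT5G05560) on the opposite strand overlaps its first exon from 1640098 on, and reads on both genes were left out.

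**Figure D1:**
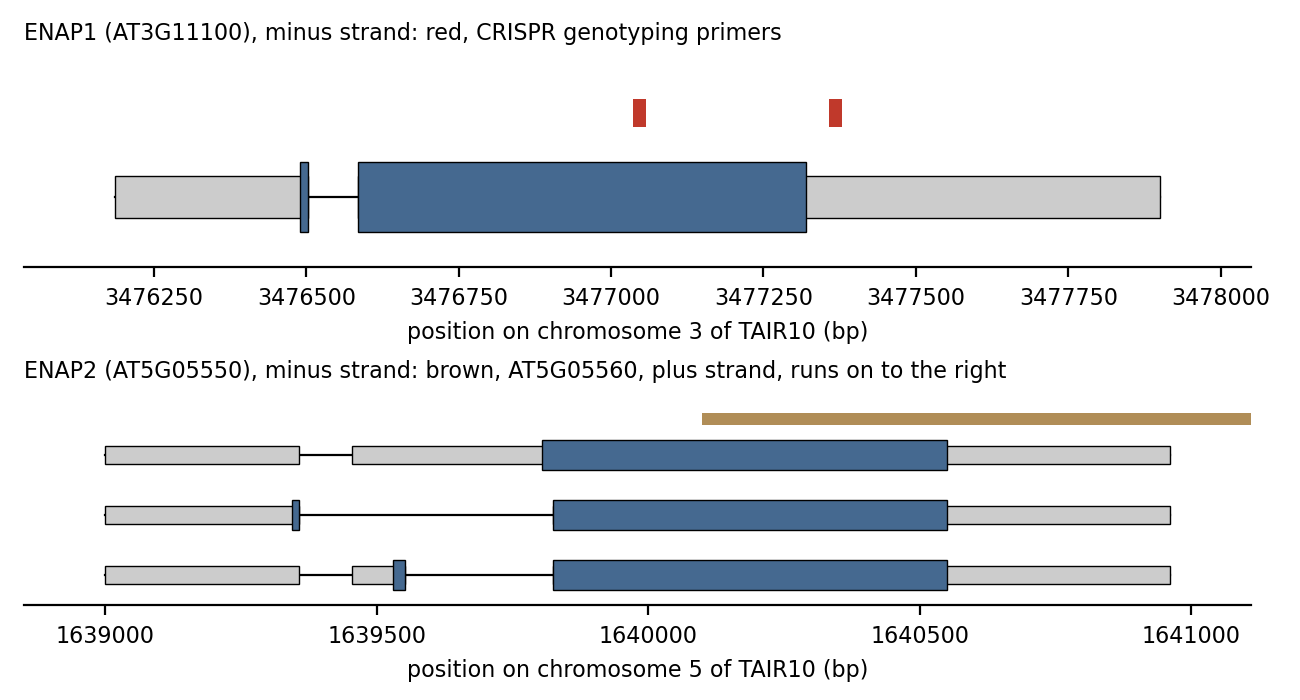
Transcripts of ENAP1 and ENAP2 on TAIR10, with position in bp on the x axis. Blue boxes are coding sequence, grey boxes untranslated exon, red marks the CRISPR genotyping primers and brown the overlapping gene AT5G05560. Both primers lie in exon 1 of ENAP1.

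**Figure D2:**
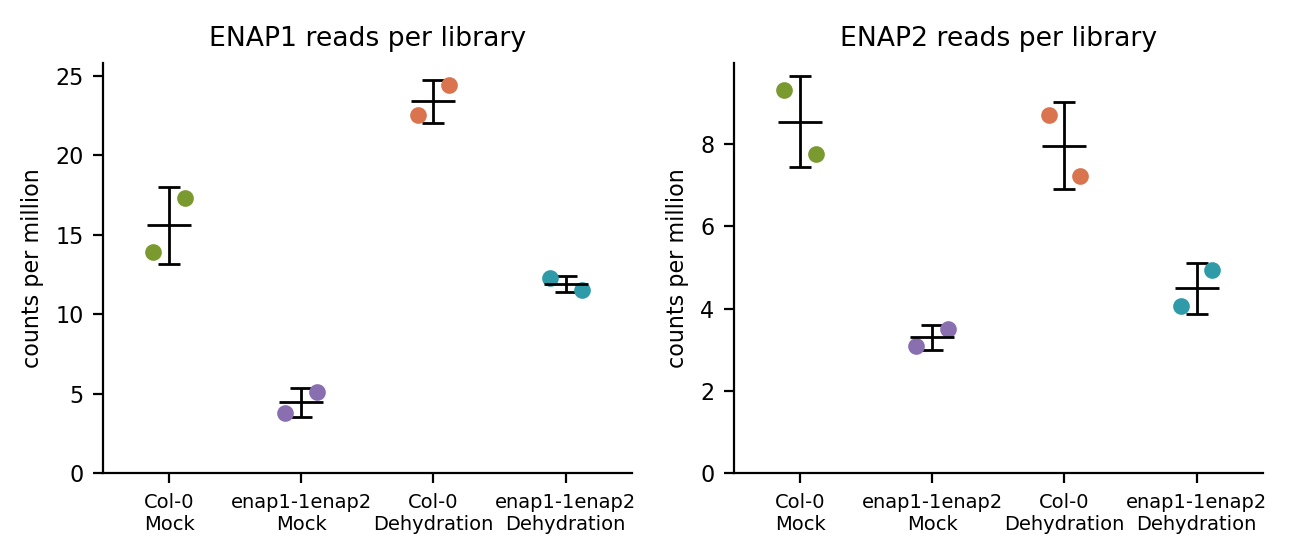
Reads of ENAP1 and ENAP2 in CPM in each library (dots), with the mean and SD of the 2 replicates (bars), by group on the x axis. In each treatment, both enap1-1enap2 libraries lie under both Col-0 libraries for both genes.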

The sequencing results confirmed that *enap1-1* habitats a deletion mutation, and *ENAP2* gene expression was largely knocked down (S2C Fig). Further analysis revealed that 4385 and 5567 genes were altered by dehydration treatment in Col-0 and in the *enap1-1enap2* mutant respectively (Fig 2B, S2 and S3 Tables). 

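Of the genes tested, 2164 were induced and 2535 repressed by dehydration in Col-0, which makes 4699 genes or 21.7% of those tested. In enap1-1enap2, 2715 were induced and 3048 repressed, together 5763 genes or 26.7%. The alternative that moved these numbers most was a threshold of 1.5 on the absolute log2 fold change, which left 2778 genes in Col-0 and 3335 in enap1-1enap2. With the replicate number as a block in the model, 4609 and 5672 genes passed.

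Among the genes with a mean of at least 5 CPM over the 8 libraries, the largest rise in Col-0 was that of CSLG2 (AT4G24000, a cellulose synthase like gene on chromosome 4 from 12461907 to 12465675), at a log2 fold change of 8.51 (standard error 0.40, adjusted p = 6.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It went from 0.0522 ± 0.0738 CPM to 18.1 ± 0.248 CPM (mean ± SD, n = 2 each). The rise of NAC019 (AT1G52890) was 7.30, that of AT5G05220 was 7.26 and that of ILL5 (AT1G51780) was 7.18 on the log2 scale. Col-0 Mock replicates 1 and 2 were at 0.522 and 2.55 CPM for NAC019 and at 0 and 0.243 CPM for ILL5. CSLG2 had 4 and 0 counts in the same libraries. The size of the rise of CSLG2, NAC019 and ILL5 is therefore uncertain, and so is their order. AT2G18340 was at or under 3 counts in both Col-0 Mock libraries and was at least 113-fold higher under dehydration, with a level made uncertain by its overlap with AT2G18350.

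The largest falls included those of CYP82C2 (AT4G31970, at least 260-fold lower), AT1G14550 (at least 107-fold lower) and CRK30 (AT4G11460, at least 57.6-fold lower), whose dehydration libraries were all at or under 3 counts in Col-0. AT1G26240, an extensin-like gene, fell by 7.29 on the log2 scale (standard error 0.27, adjusted p = 1.6e-11, edgeR). Its level is uncertain, because 40.1% of the 31-base stretches in its exons occur again in the genome, within the gene or elsewhere. The fall of AT5G44440 by 8.24 (standard error 1.99, adjusted p = 0.0022, edgeR) rests on 1 library, since Col-0 Mock replicate 1 had 55.6 CPM and replicate 2 had 0.0405 CPM.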

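Processes were taken from the RefSeq descriptions of the genes, which hold at least 1 process term for 9704 of the genes tested. The 267 terms with at least 10 such genes were tested by Fisher's exact test (one-sided). Some terms name no process, such as 'in 6 processes' (112 genes) and 'in 7 processes' (72 genes), or are fragments, such as 'via spliceosome'. Genes described by such a number count as having a process, so their own processes can be hidden. Of the 918 genes induced in Col-0 that have a process, 32 carry response to water deprivation, out of 71 among all genes tested that have a process. By the size of the lists 6.72 were expected (odds ratio 8.10, adjusted p = 1.2e-12 with Benjamini-Hochberg adjustment over the 267 processes). Response to wounding was carried by 24 of 61 genes (adjusted p = 5.1e-08) and response to abscisic acid stimulus by 25 of 74 (7.00 expected, odds ratio 4.99, adjusted p = 6.1e-07). The 12 processes with an adjusted p under 0.05 also held responses to high light intensity (10 of 18 genes), heat (17 of 56), salt stress (42 of 233), desiccation (7 of 12) and hydrogen peroxide (7 of 13), trehalose biosynthesis (8 of 14) and regulation of transcription (DNA-dependent) (57 of 342). The separate term regulation of transcription did not pass (41 of 391, adjusted p = 1.0). For the genes repressed in Col-0, 19 processes passed, led by oxidation reduction with 123 of 520 genes (adjusted p = 2.1e-11).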

GO analysis showed that dehydration induced genes were primarily involved in the response to ABA and abiotic stimuli including drought stress (S2D Fig). Moreover, a wide range of drought responsive transcription factors (TFs) were significantly induced by the dehydration treatment (S2E Fig). 

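By their RefSeq descriptions, 710 of the genes tested are transcription factors. In Col-0 103 of them were induced (14.5%) and 91 were repressed, where 10.0% of all genes tested were induced. In enap1-1enap2 142 of them were induced.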

By comparing the drought induced genes in Col-0 and in *enap1-1enap2*, we found a large number of them were overlapped (Fig 2B). However, a significant number of genes that were less induced in *enap1-1enap2* than in Col-0 (S2C and S2F Fig). 

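The lists of induced genes shared 1704 genes, which are 78.7% of the genes induced in Col-0 and 62.8% of those induced in enap1-1enap2. Another 460 genes were called induced in Col-0 alone and 1011 in enap1-1enap2 alone. The lists of repressed genes shared 1868 genes, with 667 called in Col-0 alone and 1180 in enap1-1enap2 alone. A gene called in one genotype alone is not shown to differ between them by these calls. In opposite directions, 8 genes were induced in Col-0 and repressed in enap1-1enap2, and 0 genes were repressed in Col-0 and induced in enap1-1enap2.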

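Under the paper's rule of a 30% change in the log2 fold change, 436 of the genes induced in Col-0 (20.1%) had a log2 fold change in enap1-1enap2 under 0.7 times that in Col-0. Another 1197 (55.3%) were within 30% and 531 (24.5%) were over 1.3 times. Because these genes were chosen on their rise in Col-0, the rule was also applied the other way round. Of the genes induced in enap1-1enap2, 1132 (41.7%) had a log2 fold change in Col-0 under 0.7 times that in enap1-1enap2, and 165 (6.08%) were over 1.3 times.

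The interaction test found a different response in 3639 of the genes tested, 1745 with a higher and 1894 with a lower log2 fold change in enap1-1enap2 (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed for 248 of the 436 less induced genes (56.9%), for 355 of the 531 more induced genes and for 127 of the genes within 30%. Adjusted over the genes induced in Col-0 alone, it passed for 274 of the less induced and 399 of the more induced genes. With the replicate number as a block, 3379 genes passed the interaction test over all genes, of which 3307 were among the 3639.

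The less induced genes with the smallest interaction p were AT5G40450, UGT74E2 (AT1G05680), AT1G76600, NFXL1 (AT1G10170) and AT2G36780. AT5G40450 rose by a log2 fold change of 1.41 in Col-0 (standard error 0.10) and fell by 0.84 in enap1-1enap2 (standard error 0.10, interaction adjusted p = 6.4e-07, edgeR), and its counts are uncertain where it overlaps AT5G40440. UGT74E2 went from 28.7 ± 0.313 to 323 ± 39.5 CPM in Col-0 and from 78.0 ± 1.89 to 211 ± 13.6 CPM in enap1-1enap2 (mean ± SD, n = 2 each), an interaction of -2.05 on the log2 scale (standard error 0.13, adjusted p = 6.8e-07, edgeR). AT1G76600 rose by 1.87 in Col-0 and did not change past the threshold in enap1-1enap2, at -0.12 on the log2 scale. NFXL1 overlaps AT1G10180, and 211 bases of AT2G36780 occur again in the genome, within the gene or elsewhere, so both levels are uncertain. The more induced genes with the smallest interaction p were RAB18 (AT5G66400), LTP4 (AT5G59310), AT5G66780, HIS1-3 (AT2G18050) and NCED3 (AT3G14440). Of these, HIS1-3 went from 5.73 ± 0.431 to 25.5 ± 2.08 CPM in Col-0 and from 3.60 ± 0.0749 to 75.7 ± 9.83 CPM in enap1-1enap2 (mean ± SD, n = 2 each), and RAB18 overlaps AT5G66410.

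Given the positive role of ENAP1 and ENAP2 in drought tolerance, the paper turned to the genes less induced in enap1-1enap2. From the enrichment of targets of ABA responsive transcription factors among them (Fig 2D), it proposes as a possibility that ENAP1 and ENAP2 co-function with these factors under drought stress.

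**Figure D3:**
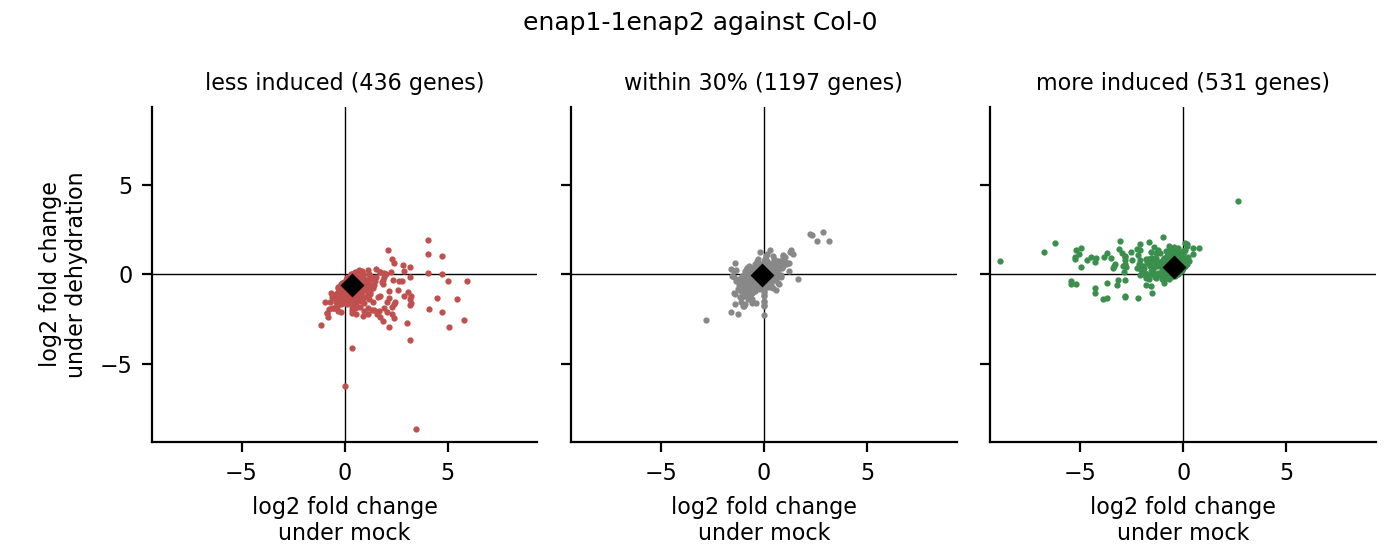
Log2 fold change of enap1-1enap2 against Col-0 under mock (x axis) and under dehydration (y axis) for each gene induced in Col-0 (dots), split by the 30% rule, with the median of each class as a black diamond. The median of the 436 less induced genes lies at 0.37 under mock and -0.60 under dehydration, and that of the 531 more induced genes at -0.44 and 0.43.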

Given the positive role of ENAP1 and ENAP2 in the regulation of drought tolerance, we thus focused on these genes that were less induced by dehydration in the *enap1-1enap2* double mutant.

**Fig 2:**
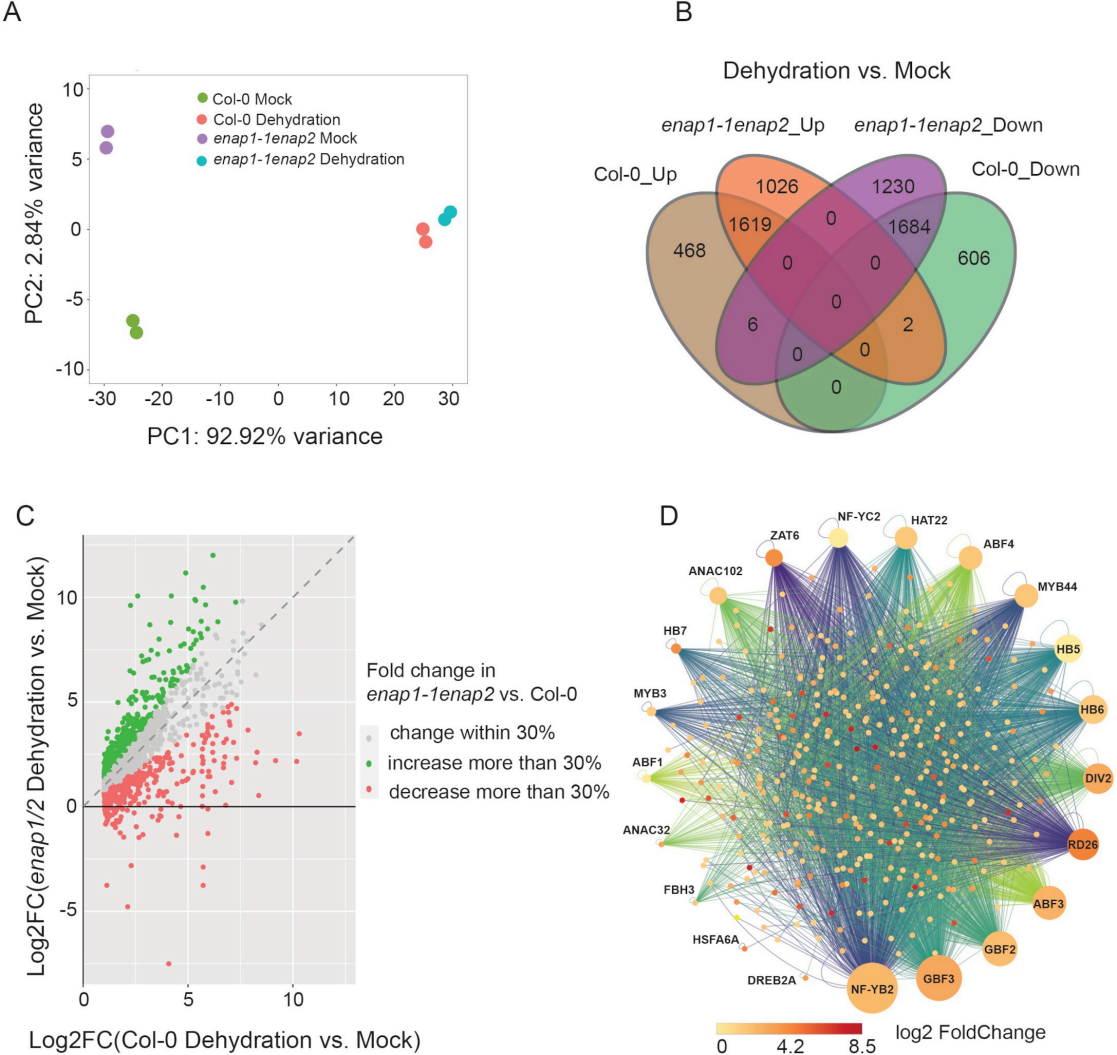
Transcriptome analysis in *enap1-1enap2* under the dehydration condition. (A) Principal component analysis of RNA-seq in Col-0 and *enap1-1enap2* under mock (½ MS) or dehydration (½ MS + 25% PEG8000) conditions. Color codes are shown. Each dot represents one sample. (B) Venn diagram to show the number of differentially regulated genes in Col-0 and *enap1-1enap2* under dehydration vs. mock treatment. (C) Dot plot to show the expression of dehydration induced genes in Col-0 and enap1-1enap2. The y-axis represents the expression levels of genes induced by dehydration in Col-0, and the x-axis represents the expression levels of these genes induced by dehydration in *enap1-1enap2*. 30% log2(FC) change of those genes in *enap1-1enap2* compared to Col-0 was used as the cutoff for classification. Color codes are shown. (D) Regulatory network of ABA responsive transcription factors. The big dots on the circle represent ABA responsive transcription factors, and the unidirectional lines show their target genes. The small dots inside the circle represent the genes that are less induced at least 30% by dehydration in *enap1-1enap2* than in Col-0. The dot color shows the log2(Fold Change) in Col-0 under dehydration vs. mock treatment. The graph is generated by Cytoscape.

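Fig 2D draws 21 transcription factors on its circle, and 20 of them had enough counts to be tested. NF-YC2 (AT1G56170) had 0 counts in all 8 libraries, but it overlaps AT1G56180 and reads on both genes are left out of the counts, so this need not mean that it had no reads. In Col-0, 18 of the 20 passed the 3 thresholds as induced. With the adjusted p alone, 19 rose, both when adjusted over all genes tested and over the factors of this list alone. The exceptions to the thresholds were ABF1 (AT1G49720), which rose by 0.70 on the log2 scale (standard error 0.09, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and HB5 (AT5G65310), which fell by 1.19 (standard error 0.08, adjusted p = 5.3e-09, edgeR). RD26 (AT4G27410) had the largest log2 fold change in Col-0 at 4.41 (standard error 0.10, adjusted p = 4.9e-14, edgeR). HSFA6A (AT5G43840) followed at 4.30 (standard error 0.38, adjusted p = 1.2e-07, edgeR). Their order is uncertain, since HSFA6A was at 0.548 and 0.162 CPM in Col-0 Mock replicates 1 and 2. MYB44 (AT5G67300) rose by 1.63 (standard error 0.09, adjusted p = 4.0e-10, edgeR). The median of the 20 factors was 2.06 in Col-0 and 2.62 in enap1-1enap2. By the 30% rule 0 of them were less induced and 5 were more induced in enap1-1enap2, namely GBF3, ABF3, MYB3, FBH3 and HSFA6A. The interaction test passed for 9 of the 20, of which 8 had a larger and 1 a smaller log2 fold change in enap1-1enap2. The counts of 9 of the 20 factors are uncertain because another gene overlaps them, namely NF-YB2, GBF3, ABF3, DIV2, MYB44, ABF4, ANAC102, ABF1 and DREB2A.

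**Figure D4:**
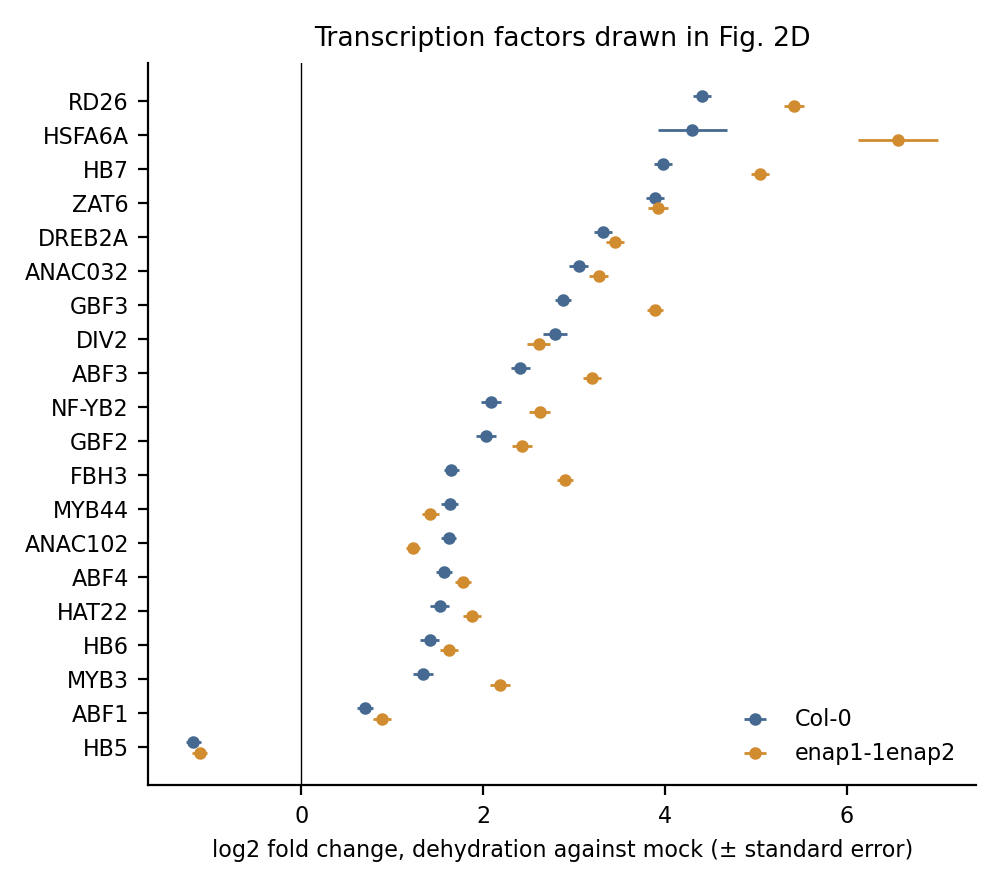
Log2 fold change of dehydration against mock in Col-0 (blue) and enap1-1enap2 (orange) for the 20 factors tested, with the standard error from the edgeR model as bars. HB5 alone lies under 0, and RD26 and HSFA6A are the highest in Col-0.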

Our previous studies have shown that ENAP1 is a histone binding protein that functions together with transcription factors to regulate gene expression in different context [46,48]. In view of the involvement of ENAP1 in ABA-mediated drought tolerance (Fig 1), we hypothesize that ENAP1 co-functions with ABA responsive transcription factor(s) in response to the drought stress. To test this idea, using the published ChIP-seq data [60], we compared the binding targets of ABA responsive transcription factors with those less induced genes in the *enap1-1enap2* double mutant. The results showed that the binding targets of a series of ABA responsive transcription factors were enriched in the population of genes that were less induced in *enap1-1enap2* by dehydration (Fig 2D), suggesting a possibility that ENAP1 and ENAP2 co-function with these transcription factors to regulate gene expression under drought stress.

### ENAP1 and ENAP2 physically interacts with MYB44 to regulate drought response

To further explore how ENAP1 plays its roles in the drought stress, we screened the interaction between ENAP1 and the ABA responsive transcription factors that had more than 100 overlapped binding targets by yeast two hybrid assay (Fig 2D). As a result, only MYB44 appeared to have a strong interaction with ENAP1 out of 14 transcription factors (Figs 3A and S3A). Interestingly, no obvious interaction between ENAP2 and MYB44 was detected (Fig 3A). But the following reciprocal *in vitro* pull-down assays showed that both ENAP1 and ENAP2 interacted with MYB44 (Figs 3C and S3B). Their interactions were further confirmed by *in vivo* co-immunoprecipitation assays (Fig 3D and 3E). MYB44 belongs to the R2R3-MYB protein subfamily that contains N-terminus DNA binding domain (R2R3) and C-terminus transcriptional regulation domain (S3D Fig). To further dissect the function of different MYB44 domains, we examined the interaction of truncated MYB44 with ENAP1 in the yeast. Interestingly, MYB44 N-terminus, but not C-terminus, showed a stronger interaction with ENAP1 than MYB44 full length protein (S3E Fig).

**Fig 3:**
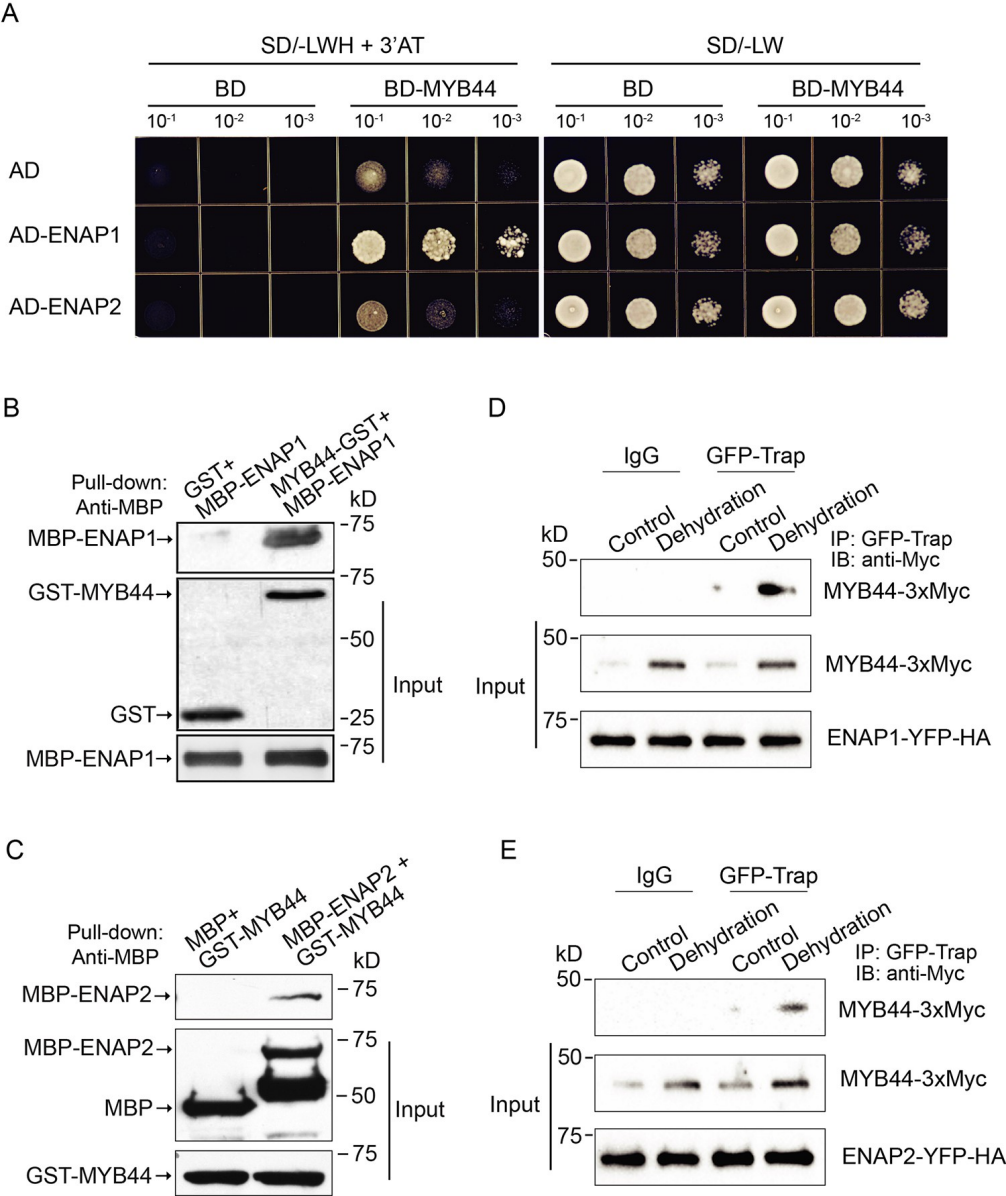
ENAP1 and ENAP2 interact with MYB44. (A) Yeast two-hybrid assay to show the interaction between ENAP1 and MYB44. The indicated constructs were co-transformed into yeast. Yeasts were grown on Leu (L), Trp (W) and His (H) drop-out medium (SD/-L-W-H) with 3’AT is to evaluate protein-protein interaction (left panel). Yeasts were grown on the Leu and Trp drop-out medium (SD/-L-W) served as the loading control (right panel). (B—C) Pull-down assay to show the interaction between ENAP1 and MYB44 (B), and the interaction between ENAP2 and MYB44 (C). GST was used as the control and GST-MYB44 was used as the bait protein. (D—E) Co-IP assay to show ENAP1 interacts with MYB44 (D), and ENAP2 interacts with MYB44 (E) *in vivo*. Detached leaves of three-week plants expressing MYB44-3xMyc and ENAP-YFP-HA were air-dried for 4 h (Dehydration) or untreated (Control) and subjected for total proteins extraction. Total proteins were immunoprecipitated with GFP trap or the empty trap (IgG). MYB44 was probed with anti-Myc and ENAP1 or ENAP2 was probed with anti-HA.

Next, we examined *MYB44* gene expression in response to drought. We found that the expression of *MYB44* was induced by dehydration treatment (S4A Fig). Drought response assay showed that the null *MYB44* mutant was more susceptible to drought stress than Col-0; the plants with overexpressed *MYB44* were more drought tolerant (S4B and S4C Fig), suggesting that MYB44 plays a positive role in the drought response. Given MYB44 is a transcription factor and interacts with ENAP1, we speculate that they cofunction to regulate gene expression in response to drought. To test this idea, we first compared the binding targets of MYB44 and ENAP1 using the published ChIP-seq datasets [47,60]. About 50% of MYB44 binding genes were also bound by ENAP1 (Fig 4A). They also shared a similar binding property that the binding peaks were enriched at the TSS region (Fig 4B and 4C). GO analysis showed that “response to water deprivation” and “response to abscisic acid” were overrepresented in their co-targets (S4D Fig). More interestingly, both MYB44 and ENAP1 preferred binding to their shared target genes over binding to the genes that were uniquely targeted by MYB44 or ENAP1 (Fig 4B and 4C). Specifically, the MYB44 binding signal was significantly higher on the targets that were bound by ENAP1 than those that were not bound by ENAP1 (Fig 4B), providing molecular evidence that ENAP1 enhances the binding activity of MYB44 to the target genes.

**Fig 4:**
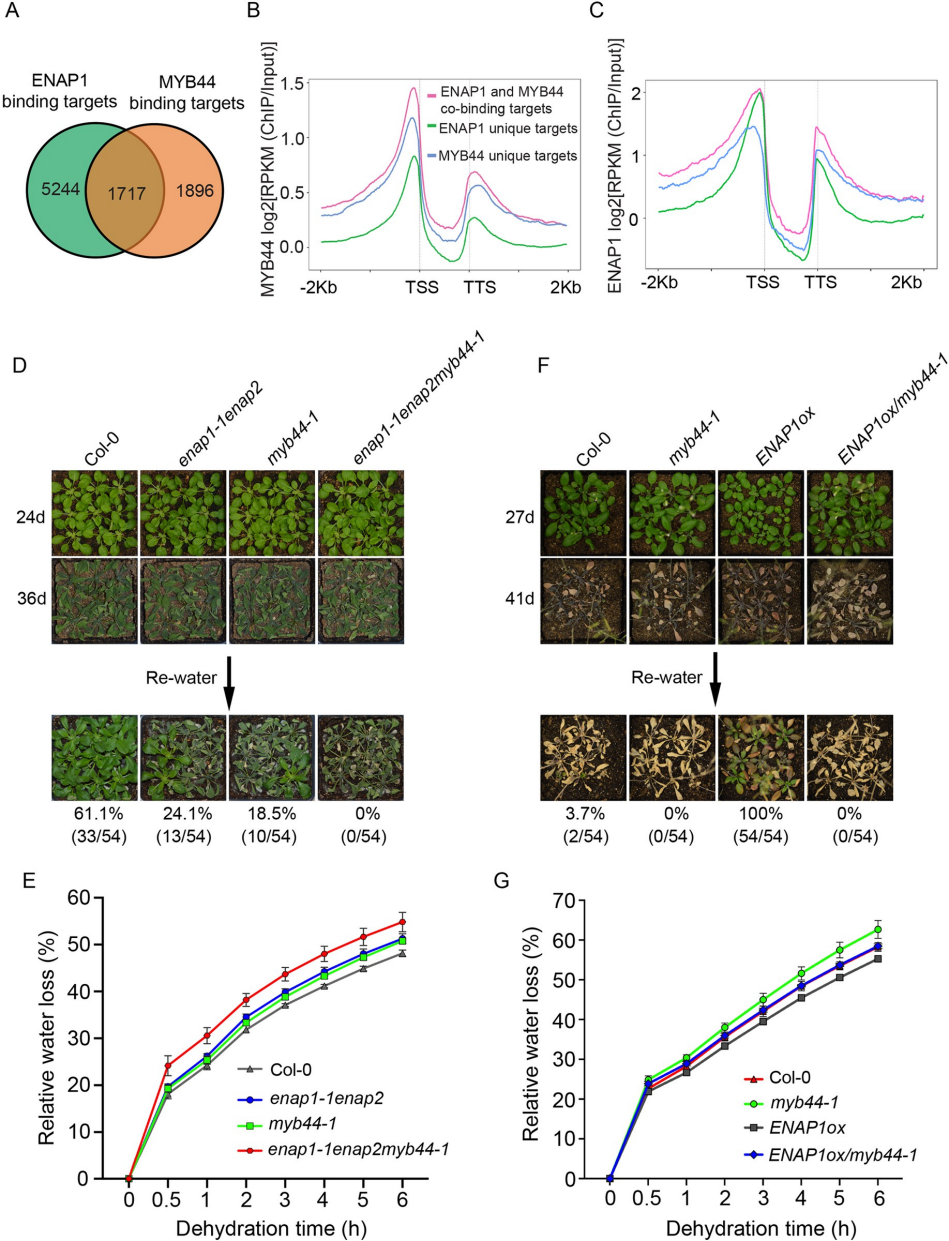
MYB44 functions synergistically with ENAP1 in response to the drought stress. (A) Venn diagram to compare the binding targets of MYB44 and ENAP1 identified from ChIP-seq. (B-C) Mean ChIP-seq signals of MYB44 (B) and ENAP1 (C). The ChIP-seq signals (Log2[RPKM(ChIP/Input)]) from 2 kb upstream of TSS to 2 kb downstream of TTS were presented. Target genes were classified as in (A), that is, MYB44 unique binding targets, ENAP1 unique binding targets and MYB44 and ENAP1 co-binding targets. (D—E) Drought phenotype of Col-0, *enap1-1enap2*, *myb44-1* and *enap1-1enap2myb44-1* (D) and Col-0, *ENAP1ox*, *myb44-1* and *ENAP1ox/myb44-1* (E). 1-week-old plants were exposed to the drought stress by withholding water for indicated days and rewatered thereafter. Survived plants were recorded 3 days after rewatering. Survival rates (%) were calculated from surviving plants out of total plants in 6 independent experiments and were indicated under each plant line. (F—G) Water loss in detached leaves of Col-0 and mutants. Rosette leaves from 3-week-old plants were used. Data represent mean ± SD in triplicate.

To further test whether ENAP1 and MYB44 co-function in drought stress, we generated the *enap1-1enap2myb44-1* triple mutant. The triple mutant was more susceptible to drought stress than either *enap1-1enap2* or *myb44-1* (Fig 4D). Consistently, *enap1-1enap2myb44-1* was prone to lose water faster than both *enap1-1enap2* and *myb44-1* (Fig 4E), demonstrating that ENAP1 and MYB44 function synergistically to improve plant drought tolerance. Transcription factors are essential for the regulation of gene expression, we therefore proposed that ENAP1 functions in drought stress possibly via interacting with MYB44. To test this hypothesis, we introduced *ENAP1ox* into *myb44-1* to generate *ENAP1ox/myb44-1*, and the ENAP1 protein levels in *ENAP1ox/myb44-1* were comparable to that in *ENAP1ox* (S4E Fig). However, the drought tolerance phenotype in *ENAP1ox* was completely repressed in *ENAP1ox/myb44-1* both in soil drought and water loss assays (Fig 4F and 4G). Altogether, these data demonstrated that ENAP1 and MYB44 co-function to regulate plant drought tolerance, in which MYB44 is required.

### HDT4 counteracts MYB44-ENAP1/2 to modulate drought response

ENAP1 was reported to enhance H3 acetylation, but whether ENAP1 is involved in the regulation of histone acetylation in the drought stress is unknown. To resolve this question, we first investigated the association of ENAP1 and MYB44 with HATs or HDACs. ENAP1 was previously found interacting with SRT1 and SRT2 [52]. However, no drought phenotype was observed in the *srt1-3srt2-1* or in the *srt1-3srt2-1* double mutant (S5A Fig). We then examined whether MYB44 interacts with any of HATs or HDACs that are known to involve in the drought stress [32]. A strong interaction between HDT4 and MYB44 was detected in the BiFC assay (Fig 5A). The reciprocal pull-down assays using GST-MYB44 and His-HDT4 as bait proteins further confirmed their interaction (Fig 5B and 5C). We then obtained *HDT4* T-DNA insertion line (*hdt4-1*) and explored its drought phenotype (S5B–S5D Fig) Fig We found that *hdt4-1* was more drought tolerant than Col-0 (Fig 5D), and *HDT4* gene expression was repressed by the dehydration treatment (S5E Fig), showing that HDT4 is a negative regulator in drought stress. To explore the genetic connections of HDT4, ENAP1/2 and MYB44, we generated *enap1-1enap2myb44-1hdt4-1* quadruple mutant. Interestingly, the drought tolerance phenotype of *hdt4-1* was repressed in *enap1-1enap2myb44-1hdt4-1* (Fig 5D). Water loss assay showed that the lower water loss rate of *hdt4-1* was restored in the quadruple mutant (Fig 5E). Altogether, these data suggest that HDT4 is a negative regulator of drought stress response and counteracts the function of MYB44-ENAP1/2 in response to drought stress.

**Fig 5:**
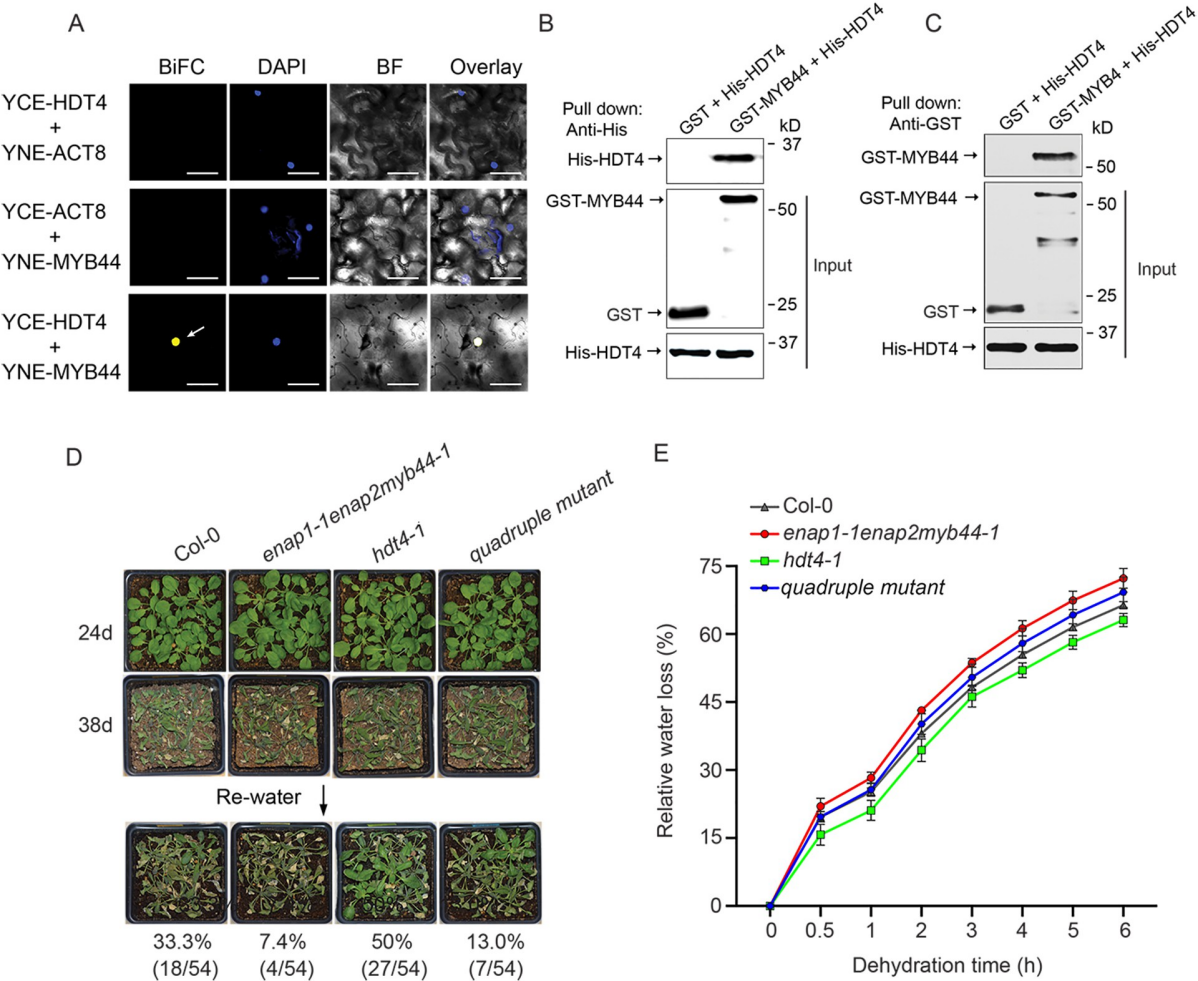
HDT4 interacts with MYB44 but negatively regulates drought response. (A) BiFC assay showing the interaction between MYB44 and HDT4. Agrobacteria containing indicated partner constructs was co-injected into tobacco leaves and the fluorescence was observed two days after infiltration. White arrow indicates the interactive complex. DAPI staining shows the nucleus. Bars, 50 μm. (B—C) Reciprocal pull-down to show MYB44 interacts with HDT4. Recombinant proteins purified from E. coli were used for the pull-down assay. GST-MYB44 (B) and His-HDT4 (C) acted as the bait protein respectively. (D) Drought phenotype of Col-0, *enap1-1enap2myb44-1*, *hdt4-1* and *enap1-1enap2myb44-1hdt4-1* (quadruple mutant). 1-week-old seedlings were subjected the drought stress by withholding water until 38 days and rewatered. Survival rates (%) represented the percentage of surviving plants out of total plants in 6 independent replicates and are indicated under each plant line. (E) Water loss of Col-0, *enap1-1enap2myb44-1*, *hdt4-1* and *enap1-1enap2myb44-1hdt4-1* (quadruple mutant). Water loss was examined in detached rosette leaves of 3-week-old plants. Data are shown as mean ± SD in triplicate.

### MYB44-ENAP1/2 restrains HDT4 from deacetylating H3K27ac

To further explore how ENAP1, ENAP2, MYB44 and HDT4 function in drought stress, we first examined the protein levels of MYB44 and HDT4 in response to drought stress. MYB44 proteins were largely accumulated, whereas the HDT4 proteins were significantly decreased under drought stress (Fig 6A and 6B). We then checked the interaction between MYB44 and HDT4 under the drought stress condition. The interaction between them was decreased after the treatment because the reduction of HDT4 (Fig 6C). Additionally, we investigated the binding ability of ENAP1, MYB44 and HDT4 to the selected target genes that were co-bound by ENAP1 and MYB44 (S6A Fig). In line with their protein levels, the binding of ENAP1 and MYB44 was enhanced, but the binding of HDT4 was reduced by the dehydration treatment (Fig 6D–6F). Transcription factors play a critical role in collaboratively functioning with other chromatin factors by binding to DNA. We then examined ENAP1 binding activity with or without the presence of MYB44. We found that the ENAP1 binding was reduced in the absence of MYB44 (S6B–S6D Fig), suggesting that MYB44 is required for ENAP1 binding to targets.

Given the fact that ENAP1 is involved in the regulation of histone acetylation, we speculate that under the normal condition, MYB44-ENAP1/2 protein complex counteracts the function of HDT4 to maintain a basal level of histone acetylation and the expression of target genes. In the presence of drought stress, the upregulation of *MYB44* and the downregulation of *HDT4* lead to an elevation of histone acetylation and therefore the activation of target gene expression. To test this hypothesis, we explored the enrichment of various histone acetylation marks in those target genes that were specially regulated by ENAP1 and ENAP2 under drought stress by reanalyzing the published ChIP-seq data [61]. Remarkably, the H3K27ac was highly enriched over those target genes (S6E Fig). HDT4 was previously characterized as a H3K27ac deacetylase [45], and the enrichment of H3K27ac was presented on these drought induced genes [37], strongly indicating that HDT4 mediates the drought response by regulating H3K27ac. To explore this idea, we tested the levels of H3K27ac in the promoter of these selected target genes under normal and dehydration conditions. ChIP-qPCR assays showed that H3K27ac levels were significantly elevated by dehydration in Col-0, and such elevation was enhanced in *hdt4-1* but was compromised in both *enap1-1enap2* and *myb44-1* (Fig 6G–6I). Consistent with the hypersensitive drought phenotype, the H3K27ac enrichment was largely repressed under drought stress in *enap1-1enap2myb44-1* compared to Col-0, whereas the H3K27ac enrichment was partially restored in the *enap1-1enap2myb44-1hdt4-1* quadruple mutant (Fig 6G–6I). Furthermore, the expression of these target genes was positively correlated with the change of H3K27ac levels in different genetic backgrounds with or without drought stress (Fig 6J–6L). All together, these data demonstrate that HDT4 regulates H3K27ac in response to drought stress, and HDT4 is repressed during the drought stress when MYB44-ENAP1/2 promotes H3K27ac and gene expression to confer plants drought tolerance.

**Fig 6:**
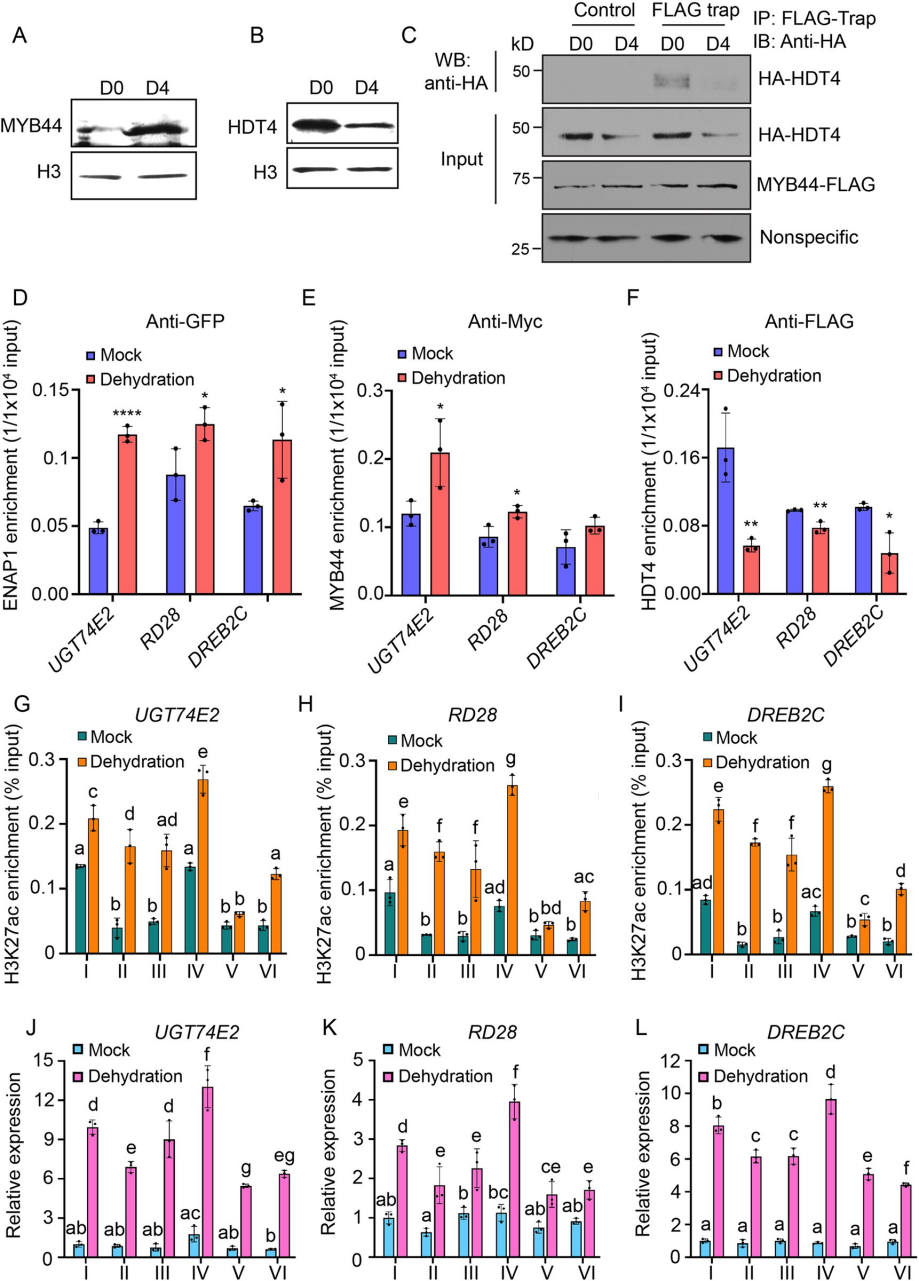
MYB44-ENAP1/2 counteracts HDT4 to regulate H3K27ac. (A—B) MYB44 (A) and HDT4 (B) protein level changes under dehydration condition. Total proteins from 10-day-old seedlings exposed to 25% PEG8000 for 0 h (D0) and 4 h (D4) were used for the western blot. H3 showed the loading. (C) Co-IP to show the interaction between MYB44 and HDT4. Agrobacteria with plasmids encoding HA-HDT4 and MYB44-FLAG was co-injected into 4-6-week tobacco leaves. Two days after the infiltration, the injected leaf was evenly scissored into two pieces. One piece was air dried for 4 h (D4) and the other piece was untreated (D0). Total proteins were immunoprecipitated with FLAG trap and the empty trap (control). Nonspecific bands indicated the loading. (D—F) ChIP-qPCR to examine the enrichment of ENAP1 (D), MYB44 (E) and HDT4 (F) on the promoter of target genes. Chromatin isolated from 10-day-old seedlings subjected for Mock and Dehydration treatments for 4 h was immunoprecipitated with anti-GFP, anti-Myc and anti-FLAG respectively. Data represent mean ± SD of three replicates. The binding of ENAP1, MYB44 and HDT4 under the Dehydration condition was compared to the Mock condition with unpaired and two- tailed t-test. *** *P* < 0.001, ** *P* < 0.01, * *P* < 0.05. (G—I) ChIP-qPCR to show the enrichment of H3K27ac on the promoter of *UGT74E2* (G), *RD28* (H) and *DREB2C* (I). Chromatin purified as in (D—F) was immunoprecipitated with anti-H3K27ac. (J—L) qPCR to show the relative expression of *UGT74E2* (J), *RD28* (K) and *DREB2C* (L) in the Col-0 and mutants. Total RNA was isolated from seedlings treated as in (D—F). Data represent mean ± SD of three replicates. Different letters represent significant differences with *P* < 0.05 in the one-way ANOVA test. I: Col-0, II: *enap1-1enap2*, III: *myb44-1*, IV: *hdt4-1*, V: *enap1-1enap2myb44-1*, VI: *enap1-1enap2myb44-1hdt4-1*.

## Discussion

Drought stress caused by limited water availability is a major constrain of plant growth, development and reproductivity. Histone acetylation has been reported to orchestrate the transcriptional regulation to enable plants to combat drought stress [32,68]. A number of studies have focused on histone acetylation in the drought stress, however, the detailed molecular mechanisms how acetyltransferase or histone deacetylase collaborate with transcription factors to regulate drought stress remain to be understood. In this study, we show a novel molecular mechanism that the transcription factor functions together with the chromatin factor to counteract histone deacetylase to enhance drought tolerance. MYB44-ENAP1/2 acts as a counterweight of HDT4 to maintain a basal level of gene expression in the normal condition, in contrast to the condition of drought stress, when the balance is broken due to the repression of *HDT4* and the elevation of *MYB44*. As a result, the histone acetylation is elevated and the expression of their target genes is activated to for drought tolerance (Fig 7).

**Fig 7:**
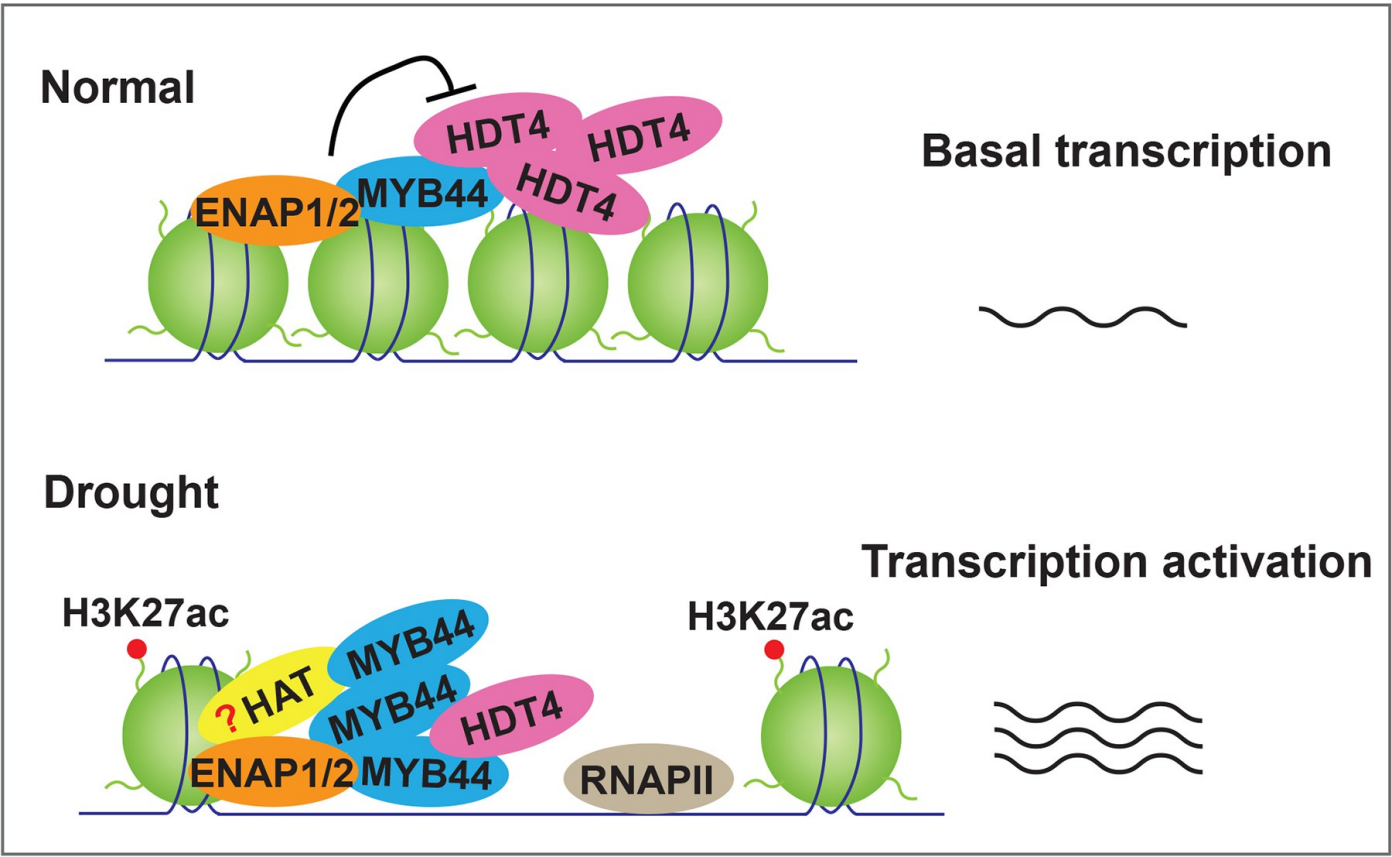
A possible model to show MYB44-ENAP1/2 restricts HDT4 to regulate drought response. Under the normal condition, ENAP1, ENAP2, MYB44 and HDT4 form a complex, and MYB44-ENAP1/2 restricts the function of HDT4 from deacetylating H3K27ac, leading to a basal level expression of target genes (upper panel); under drought stress condition, the up- regulation of *MYB44* and the down- regulation of *HDT4* lead to elevation of histone acetylation and activation of target genes, resulting in enhanced drought tolerance in plants (lower panel).

ABA plays a pivotal role in multiple plant physiological processes that are associated with cellular dehydration such as seed maturation and drought response [69]. Under water deficit conditions, ABA is accumulated and ABA signal is activated to induce stomatal closure and alter gene expression, thus conferring plants ability to withstand drought stress in the short term [70]. In this study, we found that *enap1enap2* showed a higher rate of detached leaves water loss, most of which is through transpiration evaporation (Fig 1D). ABA-induced stomata closure was compromised in *enap1enap2* mutants compared to Col-0 (Fig 1E and 1F), leading to a higher water loss through transpiration. Based on these results, we proposed that ENAP1 is involved in ABA-mediated plant drought tolerance. ENAP1 was also described as a positive regulator in response to ABA by associating with ABI5 during seed germination, and reacting to ethylene by interacting with EIN2 and EIN3 [46,48], indicating ENAP1 acts an important factor integrating the signals of ABA and ethylene. In support, the crosstalk of ABA and ethylene has been found converged in the regulation of stomatal movement [71]. ABA at a low concentration is proposed to promote primary root elongation and repress lateral root formation, while a higher concentration will inhibit root growth [72]. However, *enap1-1enap2* root growth was as sensitive as Col-0 in response to ABA treatment (S1F and S1G Fig), which implies that ENAP1 regulates drought stress through modulating stomatal dynamics, but not through roots. It will be a future interest to identify ENAP1 and ENAP2 targets that directly regulate stomata dynamics in drought stress.

MYB44 was shown to negatively regulate drought stress response, and *MYB44ox* exhibited a higher sensitivity to stress and a faster water loss rate than Col-0 [73]. However, in our study, we found that the plants harboring overexpressed *MYB44* showed enhanced drought tolerance, while *myb44-1* was less resistant to drought stress compared to Col-0 (S4C Fig), which is consistent with the previous report [18]. Others also found that overexpression of Arabidopsis *MYB44* in rice and in soybean led to an enhanced drought tolerance [29, 30], further suggesting the positive role of MYB44 in drought stress. MYB44 was previously proposed to activate transcription [26]. The transcriptional activation of MYB44 C-terminus was confirmed in the yeast [74]. Moreover, MYB44 directly activates *WRKY70* for the defense of a necrotrophic pathogen [25]. The ortholog protein of MYB44 from *Solanum melongena* (SmMYB44) was found to directly activate *SmSPDS* to protect eggplant from *R*. *solanacearum* [75]. However, some studies in Arabidopsis and other species characterized MYB44 as a transcriptional repressor [18,73,76,77]. Specifically, MYB44 repressed the expression of ABA induced genes under stress conditions [18,73]. One possible reason is that the transcriptional activity of MYB44 is determined by the contexts *in vivo*. Further *in vivo* studies in different stimulus or environment cues will provide more insights into the transcriptional activity of MYB44.

Histone marks are maintained by histone modifying enzymes that covalently add or remove those modifications. Histone acetylation, dynamically controlled by histone acetyltransferases (HATs) and histone deacetylases (HDACs), is generally associated with transcriptional activation due to the permissive chromatin resulting from the charge neutralization of histones [35,68]. Of those histone modifiers, HDA6, HDA9 and HDA15 have been well characterized for their negative roles in the drought stress generally through removing the acetyl groups from H3 or H4 on the target genes [39–41,78–80]. HDT4 was reported as a deacetylase of H3K27ac [45]. In our study, we found HDT4 is involved in drought stress through the regulation of H3K27ac. However, we noticed that the increased H3K27ac enrichments in *hdt4-1* were only detected under drought stress condition rather than the normal condition. This result suggests a possibility that only when MYB44 is accumulated and HDT4 is reduced under drought condition, HAT(s) are able to be recruited to the target genes to deposit H3K27ac. Whereas, in the normal condition the MYB44-ENAP1/2 might obstacle or expel HDT4 from binding the targets and therefore restrains the function of HDT4 to maintain the basal level of H3K27ac. As a result, no significant difference of H3K27ac levels was detected in the *hdt4-1* mutant compared to Col-0 in the normal condition (Fig 6G–6I). Therefore, further investigation of HAT(s) involved in MYB44-ENAP1/2 mediated drought response will be of our interest in the future.

HDT4 belongs to plant specific HD2 family of HDAC proteins, and plants overexpressing *HDT4* displayed improved drought tolerance [43]. However, our study showed that *hdt4-1* plants were more tolerant to drought stress than Col-0 (Fig 5D). Moreover, the gene expression of *HDT4* was repressed by ABA [44], and the levels of *HDT4* transcripts and proteins were decreased under dehydration treatment (Figs 6B and S5E), which support the conclusion that HDT4 negatively regulates plant drought tolerance. These results from the loss-of-function and the gain-of-function of *HDT4* suggest that the expression of *HDT4* is delicately regulated to maintain its normal function in plants. Either the deficiency or over accumulation of *HDT4* transcripts will leads plants to be more drought stress tolerant. However, the underlying molecular mechanisms that govern the drought stress response could be different. It will be a very interesting biological question to address how histone modifiers are transcriptionally fine tunned to function at a right timing and a right place.

## Supporting information

S1 Fig ENAP1 and ENAP2 positively regulate drought response. (A) Phylogenetic analysis of SANT domain containing proteins in Arabidopsis. ENAP1: AT3G11100; ENAP2: AT5G05550. (B) Schematic diagram of the T-DNA insertions in *ENAP2* gene. Black triangles represent the T-DNA, and red arrows show the insertion direction. Black filled boxes indicate the exons, and the open box indicates intron. The red arrows indicate the primer pair (F + R) used for RT-PCR in (C). (C) RT-PCR to show *ENAP2* gene expression. Total RNA was harvested from 10-day-old seedlings and subjected for RT-PCR. *UBQ10* served as an internal control. (D—E) Drought phenotype of the *enap1* and *enap2* single mutants (D) and the *ENAP1ox* plants (E). Plants were stopped from watering until indicated days of growth and rewatered afterwards. Survived plants were recorded, and the survival rates were indicated under each genotype. Totally 54 plants in 6 independent replicates were tested. (F—G) Plant root elongation under ABA and Mannitol treatment. 2-day-old seedlings were transferred to ½ MS medium plates containing 20 μM ABA or 300 mM Mannitol and vertically grown for 7 days. Then the seedlings were photographed (F) and the elongated primary roots were measured with ImageJ (G).
(JPG) Click here for additional data file.

S2 Fig ENAP1 and ENAP2 regulate drought responsive genes. (A) The expression of drought marker genes in response to dehydration treatment. Total RNA was extracted from 10-day-old seedlings treated with ½ MS containing 25% PEG8000 for 0, 1, 2 and 4h (D0, D1, D2 and D4) and recovered thereafter in ½ MS for 2 and 4h (R2 and R4), and then subjected for the qRT-PCR. *UBQ10* was used as the internal control, and the relative expression was calculated by normalizing to D0. Data represent mean ± SD in three replicates. (B) Pearson correlation between each sequencing sample. The overall Pearson correlation derived from reads coverage that was calculated from consecutive equal bins (10 kb) along the genome. A higher correlation indicates a higher similarity between each sample pair. (C) The genome browser to show the reads coverage of *ENAP1* and *ENAP2* transcripts in Col-0 and in *enap1-1enap2*. Two biological replicates of each sample were shown. The open dashed box indicates the deletion in *enap1-1*. (D) GO analysis of all dehydration inducible genes in Col-0. (E) The distribution of dehydration induced transcription factors in each TF protein family. Totally 285 transcription factors were induced by dehydration treatment in Col-0. (F) Violin plot to show genes that were 30% less induced by dehydration in *enap1-1enap2* compared to Col-0.

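The median log2 fold change of the 436 less induced genes was 1.69 in Col-0 (interquartile range 1.22 to 2.62) and 0.72 in enap1-1enap2 (0.44 to 1.22). Of these genes, 95 also passed the thresholds as induced in enap1-1enap2 and 341 did not. The rule selects genes with a smaller response in enap1-1enap2, which by itself moves their genotype differences apart between the treatments. Under mock the log2 fold change of enap1-1enap2 against Col-0 had an interquartile range of 0.12 to 0.79, and under dehydration one of -1.14 to -0.31. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 206 of the genes were lower in enap1-1enap2 under dehydration and 94 were higher under mock, with 58 in both sets and 194 in neither. For the genes within 30%, the medians were -0.08 under mock and -0.02 under dehydration.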

(JPG) Click here for additional data file.

S3 Fig MYB44 interacts with ENAP1. (A) Yeast two-hybrid to screen ABA responsive transcription factors. Yeast transformant from each AD and BD vector pair was sequentially diluted and placed on the three drop-out medium (left panel, L: Leu, W: Trp, H: His) to show the interaction, and on the two drop-out medium (right panel) to show the loading. (B—C) Pull-down assay to show the interaction between MYB44 and ENAP1 (B), or ENAP2 (C). The recombinant proteins of MBP-ENAP1, MBP-ENAP2 and GST-MYB44 purified from *E*. *coli* were used for the *in vitro* pull-down assay, and MBP and GST protein served as the control. MBP-ENAP1 and MBP-ENAP2 were used as the bait protein respectively. (D) Schematic diagram to show the MYB44 protein domains and truncated forms. R2 and R3 consist of the MYB domain in MYB44. (E) Yeast two-hybrid assay to show the interaction between ENAP1 and truncated MYB44. The N- and C- terminus of MYB44 diagramed in (D) were used. Yeast growth on the three drop-out medium (left panel) indicated the protein-protein interaction, and on the two drop-out medium (right panel) to show the loading.
(JPG) Click here for additional data file.

S4 Fig MYB44 acts as a positive regulator in drought stress. (A—B) qRT-PCR showing the expression of *MYB44* in response to dehydration (A) and in *MYB44ox* plants (B). Total RNA was extracted from 10-day-old seedlings treated as in S2A Fig. Data represent the mean ± SD in triplicate. The expression data were compared to Col-0 D0 in (A) and Col-0 in (B) with the unpaired and two- tailed t-test. **** *P* < 0.0001, *** *P* < 0.001. (C) Drought phenotype of two *MYB44ox* lines. Plants of Col-0, *myb44-1* and *MYB44ox* were stopped from watering until 38^th^ day of growth and rewatered afterwards. Plants survival rates were recorded and indicated under each genotype. (D) GO analysis of ENAP1 and MYB44 co-target genes. (E) Western blot to show ENAP1 protein levels in *ENAP1ox* and *ENAP1ox/myb44-1*. Total proteins were harvested from 10-day-old seedlings. ENAP1 proteins were detected with anti-HA, and histone H3 served as a loading control.
(JPG) Click here for additional data file.

S5 Fig *HDT4* gene expression is repressed by dehydration. (A) Drought phenotype of *srt1srt2* mutants. One of the representative repeats was imaged to show plants before and after rewatering. The survival plants out of 54 plants (6 independent replicates) were recorded. (B) Schematic diagram of the T-DNA insertion of HDT4. The filled boxes represent exon, and the open boxes represent intron. Primers used for (C) and (D) are also shown. (C—D) RT-PCR (C) and qRT-PCR (D) to show the expression of *HDT4* in *hdt4-1*.n10-day-old seedlings of Col-0 and *hdt4-1* were used for RNA extraction. Data in qRT-PCR are shown as mean ± SD. *HDT4* gene expression *hdt4-1* was compared to Col-0 with unpaired and two-tailed t-test. **** *P* < 0.0001. (E) RT-PCR to show the expression of *HDT4* in response to dehydration. Plants were sampled as in S4A Fig. *UBQ10* served as the loading control.
(JPG) Click here for additional data file.

S6 Fig H3K27ac is highly enriched in ENAP1 and ENAP2 specially regulated genes. (A) The gene browser to show the binding of ENAP1 and MYB44. The red lines represent the location of primers used for ChIP-qPCR. (B—D) ChIP-qPCR to show ENAP1 enrichment on the target genes. Chromatin from 10-day-old seedlings of *ENAP1ox* and *ENAP1ox/myb44-1* with mock or dehydration treatment was immunoprecipitated with anti-GFP antibody. Data represent mean ± SD of three replicates. Different letters represent significant differences with P < 0.05 in the one-way ANOVA test. (E) Enrichment of various histone acetylation marks on ENAP1 and ENAP2 specially regulated genes. The ChIP-seq signals were calculated with bamCoverage (deepTools 3.5.1) and were plotted with ggplot2 in R along 1 kb upstream to 1 kb downstream of TSS.
(JPG) Click here for additional data file.

S1 Table The mapping rates of each RNA-seq sample. (DOCX) Click here for additional data file.

S2 Table Differentially regulated genes in Col-0 by dehydration. (DOCX) Click here for additional data file.

S3 Table Differentially regulated genes in *enap1-1enap2* by dehydration. (DOCX) Click here for additional data file.

S4 Table Primers used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: MYB44-ENAP1/2 restricts HDT4 to regulate drought tolerance in Arabidopsis
**Source:** PLoS Genet. 2022 Nov 22;18(11):e1010473. doi: 10.1371/journal.pgen.1010473
**Supplement:** S1 Table

Table.S1. 

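The S1 Table gives for each of the 8 libraries the number of sequenced read pairs, the number that mapped to 1 place in the genome and the mean read length. Its share of uniquely mapped reads, as the paper reports it, was lowest at 91.78% for enap1-1enap2 Dehydration replicate 1 and highest at 96.38% for enap1-1enap2 Mock replicate 2. The total assigned to genes in these libraries was 41431259 and 29512436 counts in enap1-1enap2 Dehydration, 37111461 and 24624499 in enap1-1enap2 Mock, replicates 1 and 2 in each case, 34814583 in Col-0 Mock replicate 1 and 24919659 in Col-0 Dehydration replicate 2. Between 22852 and 24707 genes had at least 1 count in a library.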

The mapping rates of each RNA-seq sample.

| Sample name | Average read length(bp) | Total reads | Uniquely mapped reads # | Uniquely mapped reads % |
| --- | --- | --- | --- | --- |
| Col-0 Mock BR1 | 284 | 19176303 | 18271748 | 95.28 |
| Col-0 Mock BR2 | 283 | 26569080 | 25333244 | 95.35 |
| *enap1-1enap2* Mock BR1 | 286 | 20230168 | 19408365 | 95.94 |
| *enap1-1enap2* Mock BR2 | 284 | 13362193 | 12878229 | 96.38 |
| Col-0 PEG BR1 | 284 | 13115960 | 12563915 | 95.79 |
| Col-0 PEG BR2 | 286 | 13693466 | 13057341 | 95.35 |
| *enap1-1enap2* PEG BR1 | 286 | 23601881 | 21661552 | 91.78 |
| *enap1-1enap2* PEG BR2 | 286 | 16151645 | 15465228 | 95.75 |

# Supplementary material for: MYB44-ENAP1/2 restricts HDT4 to regulate drought tolerance in Arabidopsis
**Source:** PLoS Genet. 2022 Nov 22;18(11):e1010473. doi: 10.1371/journal.pgen.1010473
**Supplement:** S2 Table

Table S2. Differentially regulated genes in Col-0 by dehydration.

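The table lists the genes past the paper's thresholds in Col-0 with their log2 fold changes. Of the genes called here in Col-0, 4340 (92.4%) are in it with the same direction and 359 are not. Of its genes, 45 were not called here, and 23 of these fell under the count filter. Over the 4362 genes of the table that were tested, Pearson's r across genes between its log2 fold changes and those computed here was 0.9983, with a median absolute difference of 0.004. The number of its genes called here in the opposite direction was 0.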

# Supplementary material for: MYB44-ENAP1/2 restricts HDT4 to regulate drought tolerance in Arabidopsis
**Source:** PLoS Genet. 2022 Nov 22;18(11):e1010473. doi: 10.1371/journal.pgen.1010473
**Supplement:** S3 Table

Table S3. Differentially regulated genes in enap1-1enap2 by dehydration.

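Of the genes called here in enap1-1enap2, 5502 (95.5%) have the same direction in the authors' list for this genotype and 261 are absent from it. From that list, 65 genes were not called here, of which 27 fell under the count filter. The log2 fold changes of the 5540 genes compared differed by a median of 0.003, with Pearson's r across genes of 0.9994.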

# Supplementary material for: MYB44-ENAP1/2 restricts HDT4 to regulate drought tolerance in Arabidopsis
**Source:** PLoS Genet. 2022 Nov 22;18(11):e1010473. doi: 10.1371/journal.pgen.1010473
**Supplement:** S4 Table

Table S4. Primers:

How the deposited data were processed for this re-analysis (not part of the article)

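RNA was sequenced from 10-day-old seedlings of Col-0 and enap1-1enap2 after 4 h in ½ MS medium without (Mock) or with 25% PEG8000 (Dehydration), with 2 biological replicates of each of the 4 groups. The authors trimmed the reads, mapped them to TAIR10 and counted them on genes with featureCounts 2.0.1, and they deposited raw read counts per gene without normalization. The 8 count columns were matched to the 8 samples by genotype, treatment and replicate. The replicate numbers 1 and 2 that pair the libraries come from the sample titles and the S1 Table, where they are written BR1 and BR2, and neither says whether replicates with the same number were grown together.

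Counts per library lay between 24007691 and 48279415, so that 3 counts, the level taken as the floor, were between 0.0608 and 0.135 CPM. Floors and Wilson intervals at the 95% level cover counting error only. The counts are of single mates, so neighbouring counts are not independent molecules. Folds against a group with all libraries at or under 3 counts are given as lower bounds, computed against the floor.

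Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr by group and scaled with TMM factors, and a quasi-likelihood model with 1 mean per group was fitted to all 8 libraries. From this model 5 contrasts were tested: dehydration against mock in each genotype, the interaction, and enap1-1enap2 against Col-0 under each treatment. Genes were called at an unadjusted p under 0.01, a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and for the interaction at an adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. The 30% rule was applied on the log2 scale as in Fig 2C, with limits of 0.7 and 1.3 times.

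Principal components were computed as in DESeq2's plotPCA (DESeq2 1.42.0) on the 500 most variable genes after the blind variance stabilizing transformation. Correlations between libraries used log2(CPM + 1). Gene names, processes and transcription factors came from the RefSeq annotation of TAIR10.1, in which 36632 of the 36799 genes were found by locus tag. Processes are the terms its gene descriptions list as being involved in, split at commas. Entries that only give a number of processes were kept as terms. Fisher's exact test was run on terms with at least 10 genes, or at least 5 within the genes induced in Col-0. Proteins were aligned with Biopython 1.88 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Exon sequence of named genes that occurs again in the genome, within the gene or elsewhere, was counted in stretches of 31 bases.

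The genes named were ENAP1, ENAP2, the genes whose expression the paper names, the factors of Fig 2D, and the first 5 genes of each of 5 ranked lists. These lists are the largest rises and the largest falls in Col-0 among genes with a mean of at least 5 CPM, the smallest interaction p among the less induced and among the more induced genes, and the smallest p between the genotypes under mock. AT3G06365 was chosen after its values were seen.

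The steps were tested on simulated data with 200 changed genes, where DESeq2 called 181 of them (90.5%) and 3 unchanged genes in Col-0. The alternatives tried were other scalings (RLE, upper quartile and library size alone), DESeq2, fits on the 4 libraries of a comparison, other count filters, stricter thresholds, other forms of the 30% rule, other transformations for the principal components and correlations, a replicate block and leaving out each library in turn. The interaction was not fitted on 4 libraries, because it needs all 4 groups. Left out were qPCR, ChIP, protein and phenotype experiments, which the counts do not measure, and the targets of the transcription factors, which were not analysed here. With 2 replicates per group, splits of the samples were not counted.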

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

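The tests in this part were chosen after the data had been looked at, and those of the ENAP1 and AT3G06365 reads and the fit with offsets for exon length and GC content only after the results they bear on were seen. All of them use the same 8 libraries in which the patterns were found.

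A different response to dehydration in the 2 genotypes was tested directly, and 3639 of 21614 genes had an adjusted interaction p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper reports its response by genotype and the 30% rule, without this test. If counting both mates of a fragment had inflated the tests, halving the counts would have reduced the number, but 3713 genes passed. If ribosomal RNA in one library had distorted the scaling, leaving out the ribosomal RNA genes would have reduced it, but 3667 passed. Exon length had a Spearman rho of -0.23 with the interaction log2 fold change across genes. GC content, taken over the whole gene with its introns, had a rho of -0.17. Both are under the absolute rho of 0.3 set as the size of a bias. With offsets for both in the fit, 3289 genes passed, 2668 of them among the 3639 and all of these in the same direction. The offsets brought the rho values to 0.01 and -0.02, as they are built to do. Exon length and the GC content of the whole gene may thus account for a part of the 3639 genes, and not for most of them. The GC content of the exons alone was not tested. More genes changed with dehydration in enap1-1enap2 than in Col-0, by a ratio of 1.23. After thinning every library to 24007691 counts the ratio was 1.21, so depth does not account for it. Counting genes past 2-fold without a test, it was 1.29, so a smaller spread between replicates does not account for it either. A partly dehydrated Col-0 Mock library was tested by leaving it out, after which the ratio of genes past 2-fold went from 1.29 to 1.23 without replicate 1 (3100 genes in Col-0 in place of 2957) and did not fall without replicate 2 (2942 genes), so replicate 1 may account for a small part of it. It was also tested by the difference of replicate 1 from the other replicate, whose Spearman rho with the response in enap1-1enap2 was -0.04. Leaving out 1 library cannot test whether both Col-0 Mock libraries were partly dehydrated. Both lay nearer the dehydration libraries on the first principal component (-32.59 and -33.93) than enap1-1enap2 Mock (-40.28 and -40.21). Col-0 Dehydration (33.98 and 34.85) likewise lay nearer mock than enap1-1enap2 Dehydration (39.61 and 38.57), so this stays open. The technical explanations that could be tested thus leave most of the pattern standing, and a candidate explanation is the genotype itself. This is a hypothesis, and variants or growth conditions that came with the mutant line, other than the ENAP1 and ENAP2 mutations, were not tested.

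The 30% rule itself passes genes through replicate spread. Applied between the Col-0 libraries alone, among genes with a mean of at least 5 CPM, it put a mean of 9.88% of genes under 0.7 times (from 7.87% to 12.9% over 4 pairs), against 18.5% between Col-0 and enap1-1enap2 pairs (from 16.0% to 20.3% over 16). Spread between replicates may therefore account for a part of the 436 less induced genes, and not for all of them.

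Among ENAP1, ENAP2, the genes whose expression the paper names outside Fig 2D and the 10 genes with the smallest interaction p in the less and more induced sets, 15 had an adjusted interaction p under 0.05. A lower log2 fold change with dehydration in enap1-1enap2 was found for HDT4 (-0.55 on the log2 scale), UGT74E2 (-2.05), RD28 (-1.25), DREB2C (-1.67), AT5G40450 (-2.24), AT1G76600 (-1.98), NFXL1 (-1.55) and AT2G36780 (-3.19). Of these, AT5G40450 rose in Col-0 and fell in enap1-1enap2, and AT1G76600 rose in Col-0 alone. A larger rise was found for ENAP1 (0.85), RD29B (4.45), RAB18 (2.51), LTP4 (2.67), AT5G66780 (3.46), HIS1-3 (2.24) and NCED3 (1.56). The genes of the lists with the smallest interaction p were chosen for this pattern, so their values show no stability. The value of RD29B is uncertain in size, since its Col-0 Mock replicates had 43.2 and 4.82 CPM. Counts of RAB18, AT5G40450 and NFXL1 are uncertain through overlapping genes. Those of AT2G36780 are uncertain through a repeated stretch of 211 bases, longer than the mean length of a mate of 142. Of the 31-base stretches of RD28, 21.5% occur again in the genome, within the gene or elsewhere, the longest such run being 127 bases. Of the 20 factors of Fig 2D that were tested, 9 had an adjusted interaction p under 0.05, 8 with a larger and 1 with a smaller response in enap1-1enap2. Of the genes named for other comparisons, 5 more had such a p, AT5G05220 (2.49), AT3G24420 (1.23), AT1G07400 (-1.87), AT1G26240 (-4.54) and AT5G44440 (10.49). The last value rests on 1 Col-0 Mock library, and that of AT1G26240 on a group at or under 3 counts, so its size is uncertain. No technical or biological explanation was tested for single genes of this group apart from ENAP1.

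ENAP1 rose more with dehydration in enap1-1enap2 than in Col-0, although it carries a deletion there (interaction 0.85 on the log2 scale, standard error 0.21, adjusted p = 0.013, edgeR; both dehydration libraries above both mock libraries in both genotypes). Reads from ENAP2 would need shared sequence about as long as a read, and the longest shared stretch is 26 bases. Reads from an overlapping gene would need one, and 0 genes of the annotation overlap ENAP1. Neither accounts for the rise. The counts may come from a transcript of the mutated gene, which is a hypothesis that counts per gene cannot test by position.

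Between the genotypes, which the paper does not compare gene by gene across the genome within a treatment, 290 genes were called under mock (84 higher and 206 lower in enap1-1enap2) and 520 under dehydration (218 higher and 302 lower), 21 of them under both treatments in the same direction. Under mock the smallest p belonged to QQS (AT3G30720), higher by 3.72 on the log2 scale (standard error 0.19, adjusted p = 7.3e-08, edgeR; 2 of 2 libraries above both Col-0 libraries). AT2G05660, a pseudogene, was at or under 3 counts in both enap1-1enap2 Mock libraries and at least 107-fold lower there. However, 47.5% of its 31-base stretches occur again in the genome, within it or elsewhere. AT3G24420 changed by -1.82 and AT1G07400 by 1.93 on the log2 scale. Halved counts gave 309 genes under mock and 498 under dehydration, and leaving out ribosomal RNA genes 294 and 517, and offsets for exon length and GC content 251 and 484, all chosen after seeing the data. The other scalings gave 272 to 305 and 496 to 521, so none of these removes the difference. A replicate block within each genotype, also chosen after seeing the data, gave fewer genes, 219 under mock and 292 under dehydration. With the Col-0 numbers crossed it gave 282 and 344. A variant of the mutant line against the reference cannot be told apart from an effect of the mutations.

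AT3G06365, a gene of unspecified RNA on chromosome 3 from 14200215 to 14204208, took 1.70% of the counts of enap1-1enap2 Dehydration replicate 1 (Wilson interval 1.694% to 1.701%), the largest share of a gene in that library. In replicate 2 it took 0.274% (0.2719% to 0.2757%), a ratio of shares of 6.20. It was chosen after its values were seen, and 92.7% of its 31-base stretches occur again in the genome, within it or elsewhere. Ribosomal RNA left in that library would raise all ribosomal RNA genes, and over the 3 nuclear ones with enough reads the ratios were 1.37, 1.71 and 4.47, the last for AT3G41768 beside AT3G06365. The regions of ribosomal RNA took 2.18% of the counts in replicate 1 and 0.390% in replicate 2, and 0.129% to 0.632% in the other libraries, but these include AT3G06365 itself. Without it they took 0.480% and 0.116%, and 0.0449% to 0.188% in the other libraries. The lowest ratio speaks against a rise of all ribosomal RNA genes by 3 times. However, the ratios 1.37 and 1.71 rest on genes with 520 and 666 counts in replicate 1, against 192950 for AT3G41768. That library also had the lowest share of uniquely mapped reads, 91.78%. All the ratios lie above 1, so ribosomal RNA left in that library stays open. A response to dehydration was tested too, and 2 of 2 enap1-1enap2 Dehydration libraries lay above both mock libraries, as did both Col-0 Dehydration libraries (0.426% and 0.443% against 0.0832% to 0.134%). A response to dehydration may account for the rise over mock, and not for the difference between the 2 replicates, whose cause stays unresolved.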

How the results depend on the processing

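The main settings and most alternatives were chosen before the data were examined. Those added after seeing the data were the fits on halved counts, without ribosomal RNA genes and with a replicate block within each genotype, DESeq2 on 4 libraries without a filter, offsets from a smooth of each library on exon length and GC content, a variance stabilizing transformation that uses the groups, and leaving out libraries for the principal components. The fold changes of named genes kept their direction under every alternative that used all libraries of a comparison, except the interaction of UBQ10, which did not pass and went from -0.09 to 0.02 with the offsets (the cause was not tested). Some other results did not keep theirs. Of the genes with a different response, 48.0% had the higher log2 fold change in enap1-1enap2, against 52.2% with the upper quartile (1911 of 3662) and 50.5% without the expression filter (2218 of 4392). The first 2 principal components placed the genotypes 15.24 apart under mock and 7.97 under dehydration, and with all genes 21.10 and 45.57.

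Of the alternatives set beforehand, 10 of 11 kept the number of genes changed in Col-0 within 1.5 times of 4699 (range 2778 to 4997). In enap1-1enap2 it was 10 of 11 (3335 to 5932), and for genes induced in both 10 of 11 (953 to 1701). For less induced genes it was 12 of 15 (234 to 1132), where 1132 counts genes less induced in Col-0 and not in enap1-1enap2. For the interaction it was 7 of 7 (3379 to 4392), and for the factors of Fig 2D 9 of 9 (17 to 18). A threshold of 1.5 on the absolute log2 fold change gave 2778 genes in Col-0, 3335 in enap1-1enap2, 953 induced in both, 251 genes less induced in enap1-1enap2, 168 between genotypes under mock and 197 under dehydration. An adjusted p under 0.01 gave 183 under mock and 321 under dehydration. A 50% rule gave 234 less induced genes. The rule turned round, from the genes induced in enap1-1enap2, gave 1132 genes under 0.7 times in Col-0 and 165 over 1.3 times. The 1132 genes responded less in Col-0, the opposite direction to the less induced genes. The share of the first principal component was 91.83% with the regularized log, 87.87% with log2 CPM, 81.67% with all genes and 96.03% with the transformation that uses the groups, against 94.33%. The mean correlation between replicates was 0.9887 with a pseudocount of 0.1 and 0.9974 with all genes, against 0.9945. For all of these the cause was not tested.

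Scaling moved the median log2 fold change of dehydration against mock by -0.19 in Col-0 and -0.16 in enap1-1enap2 with the upper quartile, and by -0.18 and -0.16 with library size alone. Relative to that shift, the induced share of the genes called went from 46.1% to 33.4% and 33.5% in Col-0, and from 47.1% to 36.5% and 36.4% in enap1-1enap2. With the offsets for exon length and GC content it was 39.9% and 39.7%, of 4713 and 5845 genes.

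Pairing by replicate number was checked by correlating the deviations of same-numbered libraries from their group means. Between Col-0 Mock and Col-0 Dehydration the correlation across genes was -0.024 over all genes tested and -0.104 over genes with a mean log2 CPM over 3, and between the dehydration groups 0.035 and 0.161. With a replicate block, 422 genes were less induced, 1688 induced in both, 281 differed under mock and 486 under dehydration. A replicate block within each genotype gave 219 genes under mock, 292 under dehydration and 2830 for the interaction. With the Col-0 numbers crossed it gave 282, 344 and 3977. The cause of these moves was not tested.

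Leaving out one library leaves a group with 1 library, so only fold changes were recomputed, for the genes called with all libraries. Across the 8 fits, 4429 to 4699 of the genes called in Col-0, 5488 to 5763 of those in enap1-1enap2, 1616 to 1680 of those induced in both, 232 to 290 of those between genotypes under mock, 445 to 519 of those under dehydration and 18 factors of Fig 2D kept an absolute log2 fold change over 1 in the same direction. Of the genes with a different response, 3638 to 3639 kept the sign of the interaction. These genes were chosen on the fit to all libraries, so their kept signs show little about stability. The 30% rule gave 415 to 463 less induced genes, and the first component carried 93.37% to 95.89%.

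Of 79 comparisons of named genes, 78 kept their direction and side of an adjusted p of 0.05 under every alternative set beforehand that used all libraries of the comparison. The exception was the interaction of RD29A (0.64, adjusted p = 0.055, edgeR), whose adjusted p ranged from 1.6e-05 to 0.17 over 7 alternatives and passed under 3. It also passed under 4 of the 5 added ones (0.025 to 0.084). The named genes from ranked lists were chosen for large fold changes or small p, so their keeping the same side shows little about stability. The fall of AT5G44440 in Col-0 was no longer past the threshold under one added alternative, DESeq2 on 4 libraries without a filter. With the upper quartile or library size alone, the rise in enap1-1enap2 dropped under 1 on the log2 scale for RD28 (0.94) and UBQ10 (0.99). Of the fold changes of named genes refitted without one library, 617 moved by less than the spread between replicates and 15 by more, among them AT5G44440 in Col-0, which went from -8.24 to 1.07 without Col-0 Mock replicate 1. Depth limits the folds of genes with a group at or under 3 counts to lower bounds.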

Differences from the paper's values

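The paper gives 285 transcription factors induced in Col-0, and 103 genes described as transcription factors in RefSeq were called induced here. Under the alternatives set before the data were examined the number was between 85 and 105, and none of them closed the gap. The paper's text does not name its list of transcription factors.

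For the genes changed by dehydration the paper gives 4385 in Col-0 and 5567 in enap1-1enap2, against 4699 and 5763 here. DESeq2 on the 4 libraries compared gave 4403 and 5584. DESeq2 on the 4 libraries without a filter, chosen after seeing the values, gave 4363 and 5537, of which 4361 and 5535 are in the S2 and S3 Tables. The tables share 1619 genes upward, where 1704 were shared here, 1627 with DESeq2 on 4 libraries and 1615 with DESeq2 on 4 libraries without a filter, the last chosen after seeing the values.

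The first principal component carries about 93% in Fig 2A, read by eye, and 94.33% here. The regularized log gave 91.83%. Fig 2A draws the replicates of Col-0 Mock next to each other, while they were 12.30 apart here on the first 2 components, farther apart than those of any other group, 13.46 with the regularized log, 22.44 with log2 CPM and 11.88 with all genes. With the variance stabilizing transformation that uses the groups, chosen after seeing the values, they were 2.75 apart.

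The legend of Fig 2C places Col-0 on the y axis and enap1-1enap2 on the x axis, while the axes drawn have Col-0 on the x axis. Fig 2D colours HB5 and NF-YC2 near the low end of a scale that starts at 0, while here HB5 fell by 1.19 on the log2 scale in Col-0 and NF-YC2 had 0 counts in all 8 libraries, where reads that also fall on the overlapping AT1G56180 are left out.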

Other observations

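Of the tests in this part, those of UBQ10 normalization, of one library counted a second time and of the level behind the lower response were chosen only after the result was seen.

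The paper measured some genes by qPCR, and their RNA-seq values are given here without reference to those measurements. In Col-0 and enap1-1enap2, the log2 fold change with dehydration was 3.37 and 4.01 for RD29A, 5.39 and 9.84 for RD29B and 5.27 and 7.78 for RAB18. MYB44 rose by 1.63 and 1.42, with an interaction of -0.21 (standard error 0.12, adjusted p = 0.28, edgeR). HDT4 fell by 0.61 and 1.16, and was higher in enap1-1enap2 under mock by 0.34 (standard error 0.09, adjusted p = 0.037, edgeR; 2 of 2 libraries above both Col-0 libraries) and not different past the threshold under dehydration (-0.20, adjusted p = 0.19). UGT74E2 rose by 3.49 and 1.44, RD28 by 2.35 and 1.10, and DREB2C by 3.81 and 2.13. Under mock, enap1-1enap2 differed from Col-0 by 1.44 in UGT74E2, 1.03 in DREB2C and -0.63 in RD28, and under dehydration by -0.61, -0.65 and -1.88 (adjusted p at most 0.011, edgeR).

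UBQ10, the internal control of the paper's qPCR, rose with dehydration by 1.24 on the log2 scale in Col-0 (standard error 0.10, adjusted p = 2.8e-08) and 1.15 in enap1-1enap2 (standard error 0.10, adjusted p = 4.7e-08, edgeR; 2 of 2 dehydration libraries above both mock libraries in each). Normalization was tested as a cause, and under the 3 other scalings the lowest value was 1.06 in Col-0 and 0.99 in enap1-1enap2, the latter under the log2 threshold of 1. Reads shared with other polyubiquitin genes were tested by adding up 5 of them, which together rose by 1.10 in Col-0 and 1.21 in enap1-1enap2. Alone, the others rose in Col-0 by 0.69 (UBQ3), 0.52 (UBQ4), 0.98 (UBQ11) and 1.62 (UBQ14). The sum holds the reads of UBQ10 itself, so it cannot tell a rise of UBQ10 from reads of another gene that rises. Of the 31-base stretches of UBQ10, 25.3% occur again in the genome, within UBQ10 itself or elsewhere. The longest such stretch is 116 bases, shorter than the mean length of a mate of 142, which speaks against shared reads among mates of that length and leaves them open among shorter ones. Scaling does not remove the rise, though its place past the threshold in enap1-1enap2 depends on it. A response of UBQ10 to dehydration may account for it, as a hypothesis that the sum of the 5 genes cannot tell apart from shared reads.

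The enap1-1enap2 Mock libraries differed least of the 4 pairs of replicates. If one library had been counted a second time, the chi-square per gene of the halved counts would be no more than 10% above the 1 that sampling alone gives. It was 1.44, against 3.62 in Col-0 Dehydration, 10.37 in Col-0 Mock and 15.47 in enap1-1enap2 Dehydration. That bound covers counting error only, and mates of a fragment and duplicated molecules can raise the value of a library sequenced a second time as well, so this cannot be told apart from 2 libraries that differ little. No biological explanation was tested.

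The less induced genes were tested for carrying the terms response to abscisic acid stimulus or response to water deprivation more often than the other genes induced in Col-0. They did not, with 8 of 199 against 38 of 719 genes with a term (odds ratio 0.751, Fisher's exact test, two-sided, p = 0.58). The more induced genes did not either, with 12 of 200 against 34 of 718 (odds ratio 1.28, p = 0.47 by the same exact test). Both results are uncertain, because some descriptions give a number in place of names. Terms such as 'in 6 processes' (12 genes induced in Col-0) and 'in 7 processes' (15 genes) can hide the terms tested. Response to abscisic acid stimulus alone was carried by 11 of the more induced genes, out of 25 (5.45 expected, odds ratio 2.93, p = 0.0098 before and 0.16 after adjustment, Fisher's exact test, one-sided), and by 3 of the less induced genes (odds ratio 0.485). Among 66 processes tested within the genes induced in Col-0, 2 had an adjusted p under 0.05 for the less induced genes, transport (18 of 41 genes, odds ratio 3.01, adjusted p = 0.043) and response to salt stress (18 of 42, odds ratio 2.88, adjusted p = 0.043), and 6 had an unadjusted p under 0.05. For the more induced genes 0 passed after adjustment, and 7 had an unadjusted p under 0.05.

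A lower response can come from a lower level under dehydration or from a higher level under mock. Of the 248 less induced genes with an adjusted interaction p under 0.05, 68.1% had a larger difference between the genotypes under dehydration than under mock. The choice of these genes on a smaller response sets the direction of the differences, while their relative size is left open by it. A lower level under dehydration may therefore be the larger part for most of these genes, as a hypothesis. Of the more induced genes with such a p, 49.6% had the larger difference under dehydration.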
